# Transcriptional analysis of abdominal fat in chickens divergently selected on bodyweight at two ages reveals novel mechanisms controlling adiposity: validating visceral adipose tissue as a dynamic endocrine and metabolic organ

**DOI:** 10.1186/s12864-017-4035-5

**Published:** 2017-08-16

**Authors:** C. W. Resnyk, W. Carré, X. Wang, T. E. Porter, J. Simon, E. Le Bihan-Duval, M. J. Duclos, S. E. Aggrey, L. A. Cogburn

**Keywords:** Divergent genetic selection, Gene expression, Microarray analysis, RNA-Seq analysis, Adiposity, Lipogenesis, Transcriptional regulation, Hemostasis genes, Endocrine signaling

## Abstract

**Background:**

Decades of intensive genetic selection in the domestic chicken (*Gallus gallus domesticus*) have enabled the remarkable rapid growth of today’s broiler (meat-type) chickens. However, this enhanced growth rate was accompanied by several unfavorable traits (i.e., increased visceral fatness, leg weakness, and disorders of metabolism and reproduction). The present descriptive analysis of the abdominal fat transcriptome aimed to identify functional genes and biological pathways that likely contribute to an extreme difference in visceral fatness of divergently selected broiler chickens.

**Methods:**

We used the Del-Mar 14 K Chicken Integrated Systems microarray to take time-course snapshots of global gene transcription in abdominal fat of juvenile [1-11 weeks of age (wk)] chickens divergently selected on bodyweight at two ages (8 and 36 wk). Further, a RNA sequencing analysis was completed on the same abdominal fat samples taken from high-growth (HG) and low-growth (LG) cockerels at 7 wk, the age with the greatest divergence in body weight (3.2-fold) and visceral fatness (19.6-fold).

**Results:**

Time-course microarray analysis revealed 312 differentially expressed genes (FDR ≤ 0.05) as the main effect of genotype (HG versus LG), 718 genes in the interaction of age and genotype, and 2918 genes as the main effect of age. The RNA sequencing analysis identified 2410 differentially expressed genes in abdominal fat of HG versus LG chickens at 7 wk. The HG chickens are fatter and over-express numerous genes that support higher rates of visceral adipogenesis and lipogenesis. In abdominal fat of LG chickens, we found higher expression of many genes involved in hemostasis, energy catabolism and endocrine signaling, which likely contribute to their leaner phenotype and slower growth. Many transcription factors and their direct target genes identified in HG and LG chickens could be involved in their divergence in adiposity and growth rate.

**Conclusions:**

The present analyses of the visceral fat transcriptome in chickens divergently selected for a large difference in growth rate and abdominal fatness clearly demonstrate that abdominal fat is a very dynamic metabolic and endocrine organ in the chicken. The HG chickens overexpress many transcription factors and their direct target genes, which should enhance in situ lipogenesis and ultimately adiposity. Our observation of enhanced expression of hemostasis and endocrine-signaling genes in diminished abdominal fat of LG cockerels provides insight into genetic mechanisms involved in divergence of abdominal fatness and somatic growth in avian and perhaps mammalian species, including humans.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-4035-5) contains supplementary material, which is available to authorized users.

## Background

The domestic chicken (*Gallus gallus domesticus*) is a widely used biomedical model and serves as a major source of high-quality dietary protein for humans. Decades of intensive genetic selection have led to the remarkable growth rate and feed efficiency of commercial broiler chickens. However, this rigorous genetic selection for growth rate has led to increased adiposity, skeletal abnormalities, and disorders of metabolism and reproduction [1–4]. Few studies have attempted to identify biological pathways and gene networks that promote abdominal fatness and related metabolic disorders in the chicken. Previous studies of global gene transcription in different models of chicken growth have concentrated on either skeletal muscle [5] or the hypothalamus [6] for identification of candidate genes responsible for differences in growth rate. Another study compared intra-muscular adipose tissue between two lines of chickens selected for fast growth or slow growth [7]. This microarray analysis showed that expression of several differentially expressed (DE) genes was correlated with increased or decreased growth of breast muscle and intramuscular fat, which suggests that adipose tissue per se could regulate the rate of muscle growth, albeit no mechanisms related to abdominal fatness were uncovered.

A large volume of research has been published on growth and metabolic characteristics of the Virginia Tech (VT) population [8, 9] of chickens, which were divergently selected on body weight at 56 days of age (8 wk) [10–19]. The VT low-weight strain (LWS) chickens exhibit diminished growth, anorexia [15], impaired endocrine signaling [13, 15, 19, 20], and higher expression of genes involved in catabolism of lipid [17]. A genomic scan of the VT high-weight (HWS) and low-weight (LWS) selected chickens revealed several quantitative trait loci (QTL) and their associated polymorphic genes related to divergent selection for body weight at 8 wk [9]. Among the candidate genes identified by combined analyses of genome sequence variation in the VT HWS and LWS chickens were glucagon (*GCG*), insulin-like growth factor binding protein-2 (*IGFBP2*) and endothelin-1 (*EDN1*). Furthermore, we found that these three genes (*GCG, IGFBP2* and *END1*) were differentially expressed in abdominal fat of genetically fat (FL) and lean (LL) chickens [21, 22]. Our transcriptional study of abdominal fat in the FL and LL chickens also revealed over-expression of numerous lipogenic genes in the FL, which suggests that adipose tissue has a more significant involvement in the synthesis and metabolism of lipids than previously thought [21]. More importantly, we discovered over-expression of an unusually large number of genes involved in hemostasis, endocrine signaling and lipid catabolism [22] in the diminished abdominal fat of LL chickens.

The present study focuses on the transcriptional analysis of abdominal fat in a random-bred population of *Bresse-Pile* (meat-type) chickens, which were divergently selected by Ricard [23] for either high growth (HG) or low growth (LG) body weight at two developmental ages [juvenile (8 wk) and adult (36 wk)]. The diverse growth curves [24] and muscle growth patterns [25–29] of the HG and LG chickens have been described in detail. These unique growth models were chosen for our original functional genomics project aimed at identification of genomic regions and gene networks, which control growth and metabolism of the broiler chicken [30–32]. Despite genetic selection for a large difference in bodyweight (3.2-fold at 7 wk), these divergent lines exhibit an even greater difference in abdominal fat weight (19.6-fold at 7 wk). Furthermore, we have published several papers from quantitative trait loci (QTL) analyses using the F2 resource population created from an intercross of HG and LG chickens [33–36]. These genetic analyses have revealed numerous genomic loci containing positional candidate genes associated with several metabolic and growth traits. Another study of this unique F2 resource population has identified a *cis* expression QTL (eQTL) controlling β-carotene 15, 15′-monooxygenase (*BCMO1*) expression, which consequently determines the extent of yellow coloring in chicken breast muscle, an important meat quality trait [37]. The LG chickens, which carry the inactive *BCMO1* gene, exhibit a slower growth rate, greatly-reduced abdominal (visceral) fatness, lower plasma insulin, and hyperglycemia when compared to the HG chickens [34].

Thus, the present study aimed to identify differential gene expression in abdominal fat of HG and LG chickens, which show a greater divergence in abdominal fatness that is incidental to their selection on body weight at two ages (juvenile and adult). Our analyses reveal overexpression of genes in abdominal fat of the HG birds that are involved in increased adiposity, including transcriptional regulators and metabolic (lipogenic) enzymes, throughout juvenile development (1-11 wk). Conversely, LG chickens shown up-regulation of several energy generating processes (i.e., peroxisomal β-oxidation, mitochondrial β-oxidation, ketogenesis and oxidative phosphorylation) early in juvenile development which are likely responsible for their extreme leanness. The RNA-Seq analysis of abdominal fat at 7 wk. revealed up-regulation of several hemostatic factors in the LG cockerels that could contribute to their extreme leanness. Furthermore, this transcriptional study of visceral adiposity in HG and LG meat-type (*Bresse-Pile*) chickens also serves as cross-validation of abdominal fat as a dynamic endocrine and metabolic organ as indicated in our genetically fat (FL) and lean (LL) chicken lines [21, 22].

## Methods

### Animal management and tissue preparation

The chickens used in this study were divergently selected from a population of *Bresse-Pile* (meat-type) chickens by Ricard [23, 38] for an extreme difference in body weight at two ages: 8 (juvenile) and 36 (adult) weeks of age (wk). Chickens were bred and raised at INRA UE1295 Pôle d’Expérimentation Avicole de Tours, F-37380, Nouzilly, France. At hatching, HG and LG cockerels were wing-banded and vaccinated against Marek’s disease virus. Birds were provided with ad libitum access to water and fed a conventional starter ration (22% crude protein and 3050 kcal ME/kg) from hatching to 3 wk and then with a grower pelleted ration from 3 to 11 wk. (20% crude protein, and 3100 kcal). The HG birds were separated from LG birds for the first 3 weeks (at which time LG chickens were provided crushed feed pellets) to increase early survival of the LG; afterwards, both lines were placed together and raised in floor pens (4.4 m × 3.9 m). Continuous incandescent light was provided for the first two days followed by a maintenance of a 14 h light /10 h dark cycle (14 L:10D). Infrared gas heaters provided supplemental heat and the ambient temperature was decreased progressively from 32 °C at hatching, until 22 °C was reached at 22 days. At 1, 3 5, 7, 9 and 11 wk, eight fed cockerels from each genetic line (HG and LG) were randomly selected, weighed and bled into heparinized syringes prior to cervical dislocation, and the excision and weighing of abdominal fat mass. Abdominal adipose tissue samples were immediately snap frozen in liquid nitrogen and stored at −75° C until further processing for RNA analysis.

## Transcriptional analysis

### RNA extraction

Abdominal fat aliquots from forty-eight individuals (4 HG and 4 LG per age at 1, 3, 5, 7, 9 and 11 wk) were homogenized and total cellular RNA extracted using guanidine thiocyanate and CsCl gradient purification [39], followed by DNase I treatment. The quality of RNA was determined with an RNA 6000 Nano Assay kit and the Model 2100 Bioanalyzer (Agilent Technologies; Palo Alto, CA). All samples used for RNA analyses had an RNA integrity number (RIN) greater than 9.0.

### Microarray analysis and statistical analysis of microarray data

The Del-Mar 14 K Chicken Integrated Systems Microarrays (Geo Platform # GPL1731) described earlier [31] were used for transcriptional profiling of four abdominal fat samples from each genotype (HG and LG), across 11 weeks of juvenile development (48 total individuals). Methods used for microarray preparation including labeling, hybridization, and image acquisition were described earlier [21]. Briefly, twenty-four Del-Mar 14 K Chicken Integrated Systems Microarrays were hybridized with 48 labeled samples using a balanced block design [40], where half of the birds from each genotype and age were labeled with Alexa Flour® 647 (red dye) and the other half with Alexa Flour® 555 (green dye); see Additional file 1 for experimental design. These hybridized microarrays were scanned with a GenePix 4000B scanner using GenePix Pro 4.1 software (Molecular Devices, Union City, CA) at wavelengths of 635 nm (Alexa® 647-labeling) and 532 nm (Alexa® 555-labeling) producing a combined TIFF image file for each slide. Laser power was set at 100% with the photomultiplier tube (PMT) setting adjusted for each scan producing a PMT count near unity. All slides were checked manually for quality, and all spots with inadequacies in signal, background or morphology were eliminated. The image analysis results were merged with Excel files (in GPR format) containing clone identification, spot location on slide, and most current gene name/function (based on BLAST score). The gene list were first annotated by clone ID, GenBank ID as determined by BLASTN or BLASTX analysis using the GeneBase function on our laboratory website [41].

The GPR files were used to determine differential expression in abdominal fat of HG and LG chickens. Log2 transformed median intensity values (for each dye) were normalized using a global LOWESS transformation (without background subtraction) to remove dye bias within microarray [42]. A two-way ANOVA was used to determine main effects of age (A) and genotype (G), and interactions between age and genotype (A x G); differences between genotypes at each age were also determined. The Benjamini-Hochberg procedure [43] was used to control experiment-wise false discovery rate (FDR) associated with multiple testing. The differently-expressed (DE) gene lists from the time course (1-11 wk) microarray analysis were functionally annotated using the GeneBase function on our laboratory website [41] and finally the Ingenuity Knowledge Base [44]. Expression values of 25 DE genes at 7 wk were retrieved from the microarray analysis for comparison across the three methods. For these 25 genes, a Student’s T-test was used to determine significant differences between genotypes.

### RNA-sequencing and statistical analyses

The same eight RNA samples (4 HG and 4 LG at 7 wk), originally used for the microarray analysis, were also used for construction of indexed (bar-coded) sequencing libraries. Libraries were made from 2 μg of total adipose RNA with the Illumina TruSeq® Stranded mRNA library preparation kit following standard Illumina protocols. All eight barcoded libraries were pooled and paired-end sequenced (101-bp reads) in duplicate lanes on an Illumina HiSeq 2000 Sequencing System (Illumina, Inc., San Diego, CA) at the Delaware Biotechnology Institute, University of Delaware (Newark, DE).

Sequences were trimmed for quality using a combination of custom Perl scripts and Btrim64 software [45]. Boxplot graphing of pre-and-post trimming reads confirmed the absence of outlier samples based on read count. After trimming, reads were mapped to the chicken genome assembly Galgal4.0 (down-loaded from Ensembl) using Tophat (version 1.3.3), followed by assembly and quantitation using Cufflinks software (v1.3.0). The fragments per kilobase of exon per million fragments mapped (FPKM) threshold for detection of a gene was set at FPKM > 0.5. The resulting gtf files were merged with cuffmerge, and differential expression was assessed using Cuffdiff. The two-sided *P*-value was corrected using the false discovery rate (FDR) which accounts for multiple testing procedures [43]. Genes with a FDR adjusted *P*-value (*P ≤* 0.05) and fold change ≥ 1.2 were considered to be differentially expressed (DE) transcripts. This detection threshold was based on our extensive transcriptional analyses of multiple tissues in the chicken.

### Ingenuity Pathway Analysis of differentially expressed genes from microarray and RNA-Seq analyses

 Differentially-expressed (DE) gene datasets from the time-course microarray analyses were submitted to Ingenuity® Pathway Analysis (IPA) [44] for functional annotation as “Analysis Ready” (AR) genes according to annotated mammalian genes and proteins accrued in the Ingenuity® Knowledge Base. The unique and commonly shared (intersect) gene sets were then used for Ingenuity Up-Stream Regulator analysis to identify transcription factors and their direct target genes.

### Quantitative RT-PCR analysis

Candidate DE genes were selected for verification of expression by quantitative RT-PCR (qRT-PCR) analysis from both the time-course microarray analysis (1-11 wk) and RNA-Seq analysis (7 wk). Superscript III reverse transcriptase (Invitrogen) and an oligo (dT) primer were used to prepare cDNA from 1 μg of RNA. Primers were designed using Primer Express v2.0 software (Applied Biosystems, Foster City, CA). Detailed information for each primer pair including gene name, gene symbol, primer sequences (forward and reverse), GenBank accession number and amplicon size is provided in Additional file 2.

The qRT-PCR assays were performed in an ABI Prism Sequence Detection System 7900HT using 50 ng of cDNA, Power SYBR green PCR master mix (Applied Biosystems, Foster City, CA) and 400 nM of each primer (forward and reverse; Sigma-Aldrich, St. Louis, MO) in duplicate wells. Disassociation curves were analyzed to confirm specific amplification and to verify absence of primer dimers. Resulting PCR products were subjected to agarose gel electrophoresis to compare PCR product size to expected amplicon size. To verify gene expression from the microarray and RNA-Seq analyses, the cycle time (Ct) for each sample was normalized to the corresponding sample geometric mean of two housekeeping genes: cytochrome c oxidase subunit VIIa polypeptide 2 like (*COX7A2L*) and ribosomal protein L14 (*RPL14*). The housekeeping genes were selected based on invariability in the microarray and RNA-Seq analyses. Their stable expression in qRT-PCR analysis was determined by Biogazelle qbase+ software [46]. The 2^-(∆∆Ct)^ formula was used to calculate relative transcript abundance [47]. The statistical analysis was performed using a general linear model procedure in SAS v9.3 and differences between genotypes at each age were determined using Tukey’s multiple comparisons test. For genes only analyzed at 7 wk., a Student’s T-test was used to detrmine differential expression. The significance level for statistical analysis was set at *P* ≤ 0.05.

### Independent bioinformatic analysis of RNA-Seq analyses of abdominal fat across four divergent genotypes

An independent analysis was conducted on two deposited RNA-Seq datasets of abdominal fat (7 wk) in four distinct genotypes/phenotypes, which were created by divergent genetic selection on juvenile and adult BW (HG vs. LG; NCBI GEO Series Accession # GSE49121) or abdominal fatness at the same BW [fat line (FL) vs. lean line (LL); NCBI GEO Series Accession # GSE42980)]. The systems biology analysis of these two RNA-Seq datasets was performed by the Animal Systems Biology Analysis and Modeling Center (ASBAMC), University of California at Davis, CA. The components of the custom bioinformatics pipeline used for systems biology analysis of domestic animals are described in detail on the project website [48]. The main purpose of this independent meta-analysis of abdominal fat transcriptomes across four distinct genotypes (HG-LG; FL-LL) at the same age (7 wk) was to identify a set of common and unique DE gene across the four genotypes for further functional and pathway analyses using IPA.

## Results

### Phenotypic measurements

Body weight (BW) and relative abdominal fatness (%BW) of juvenile HG and LG chickens are presented in Fig. 1. On average, the HG cockerels were 2.7-fold heavier (*P*≤0.001; Fig. 1-a) and 8-fold fatter (*P*≤0.001; Fig. 1-b) than LG during juvenile development (1-11 wk). The greatest difference in BW and abdominal fat weight (%BW) was observed at 7 wk. where there were large differences (3.2- and 19.6-fold, respectively) between genetic lines (Fig. 1-c).

**Fig. 1:**
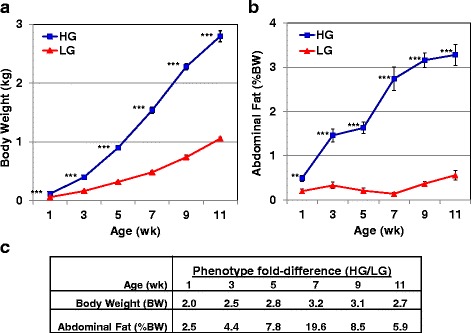
Phenotypic measurements of juvenile HG and LG chickens. Average body weight (**a**) of HG (blue squares) and LG (red triangles) cockerels at six ages (1-11 wk). Each symbol represents the mean ± SE of 8 individual chickens from each genotype. Average abdominal fat content (**b**) (% bodyweight, %BW) of 8 individual birds from the HG and LG chickens; four chickens per age and genotype were randomly selected for transcriptional analyses. Significant differences between genotypes at each age were determined using a one-way analysis of variance (ANOVA) and Tukey’s multiple comparisons procedure at a significance level of *P*≤0.01 (**) or *P*≤0.001 (***). Fold differences between genotypes (HG/LG) in body weight (kg) and abdominal fat (%BW) from 1 to 11 wk. (**c**). The maximum divergence in body weight and abdominal fatness occurs at 7 wk., which was the age selected for deeper RNA-Seq analysis

### Microarray and RNA-Seq analyses of abdominal fat gene expression

Differentially-expressed (DE) genes were defined as those having a significant adjusted *P*-value and false discovery rate (FDR≤0.05). Statistical analysis of the time-course microarray study provided significant gene sets from three contrasts: the main effect of genotype (312) DE genes) or age (2918 DE genes), and the interaction between genotype and age (718 DE genes). These annotated DE gene sets from the time-course microarray study are presented as HG/LG expression ratios in Additional file 3. These DE gene sets were used as input files for IPA and functionally annotated as “Analysis Ready” (AR) DE genes according to the Ingenuity Knowledge Base, which is largely based on annotations accrued from the human and murine biomedical literature.

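Abdominal fat was collected at 7 wk from 4 HG and 4 LG cockerels, and the RNA of each bird was sequenced in 2 lanes. The values given with the RNA-Seq results are the estimated counts per gene that the authors deposited. They made them with TopHat 1.3.3, Bowtie 0.12.7 and Cuffdiff 2.0.2, according to the submitters' processing notes, after trimming and mapping to Galgal4 as the Methods describe. Cuffdiff gave 1 count for each gene and line over the 4 birds of that line, with a model variance, so no value of a single bird was analysed here and the spread between birds could not be checked. The table held 17854 loci, of which 16300 carried an Ensembl chicken gene identifier and 1554 were loci assembled from the reads without one. Counts were 0 in both lines at 3659 loci. The HG counts summed to 4421254 and the LG counts to 3365950. The paper's depth is 65.8 M paired-end reads for the HG birds and 66.6 M for the LG birds, which are means per bird in its Table 1. Whether a count or its variance is that of 1 library, of a mean or of a sum over the birds is not stated in the sources used here, so the width of each interval, and whether a gene passed, depend on how the deposited variance is read. The log2 HG/LG ratio of each gene was computed from the deposited counts with a pseudocount of 1 added, and its 95% interval from the deposited variances. A gene was tested when its count reached 10 in the higher line and Cuffdiff marked it OK in both lines. The natural log of the count ratio was divided by its standard error from those variances (delta method) and referred to a normal distribution, two-sided. The test used counts without the pseudocount, which does enter the intervals. At low counts the intervals are therefore narrower than the test's standard error would make them. A gene passed at a Benjamini-Hochberg adjusted p of 0.05 or less with a fold of at least 1.2. No exact or permutation test is possible with 1 value per line, so single p values are not given. The median log2 ratio of the 10484 genes tested was 0.26 rather than 0. Ratios are given for the counts as deposited, a gene's ratio relative to the median gene is lower by that amount, and calls are given for the deposited counts and again after centring on the median. Symbols came from Additional file 5, of which the first 1998 of 2410 rows were used here. They gave 1993 identifiers, of which 1511 had a row among the counts, and 1420 of these had a symbol. Every gene named with a count had therefore been selected by the study from these birds, so its direction is not independent evidence. Where p values were adjusted over 1 gene list alone, only such selected members entered. Passing there was favoured in advance and is not independent support either. A listed gene is said to have a row where its symbol led to an identifier with a row, and the others may be among the loci that were tested without a symbol. This holds for the genes with the largest LG excess in Table 3, fibrinogens and albumin among them, which could not be named.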

RNA sequencing of abdominal fat at 7 wk. yielded 65.8 million (M) paired-end (101 bp) reads in HG cockerels and 66.6 M paired-end reads in the LG (Table 1). The percentage of reads mapped to chicken transcripts was 80.7% for the HG and 82.6% for the LG birds. A power analysis (Additional file 4) was conducted on the RNA-Seq dataset, using the web-based software program “Scotty” [49, 50], to demonstrate sufficient biological sample size and sequencing depth for detection of DE genes. Power was calculated using the average of 50 M reads per sample at three levels of fold-change (≥1.5-, 2-, or 3-fold change) between HG and LG chickens at a significance of *P*≤0.05. The “Scotty” program also provided a hierarchical cluster analysis using the Spearman correlation as the distance metric to demonstrate relatedness among the eight individual (4 HG and 4 LG) birds used for RNA-Seq analysis of abdominal fat at 7 wk. The 4 HG and 4 LG abdominal fat samples are tightly clustered according to their genotype. Statistical analysis of the RNA-Seq dataset identified 2410 DE (FDR ≤ 0.05) genes in abdominal fat of HG versus LG (HG/LG log2 expression ratio) chickens at 7 wk. (Additional file 5).

**Table 1:** Summary of reads mapped from RNA-Seq analysis of HG and LG abdominal fat (7 wk)

	Bird ID	Paired-End Reads	Reads Mapped (%)	Reads Unmapped (%)	Genes (FPKM > 0.5)
HG	1536	64,372,528	58,450,255 (91%)	5,922,272 (9%)	14,171
	1572	72,993,942	54,526,474 (75%)	18,467,467 (25%)	14,086
	1759	72,258,015	54,988,349 (76%)	17,269,665 (24%)	14,121
	1807	53,773,174	44,524,188 (83%)	9,248,985 (17%)	14,251
LG	1890	51,157,100	42,460,393 (83%)	8,696,707 (17%)	14,241
	1923	71,021,405	58,450,616 (82%)	12,570,788 (18%)	14,449
	5629	75,046,371	62,063,348 (83%)	12,983,022 (17%)	14,465
	5678	69,207,601	57,027063 (82%)	12,180,537 (18%)	14,362

Two replicate lanes of 8 multiplexed HG and LG abdominal fat samples were paired-end (101 bp) sequenced in an Illumina HiSeq 2000 sequencer. The percentage of mapped and unmapped reads is shown in parenthesis. The threshold for gene detection was set at greater than 0.5 fragments per kilobase of exon per million fragments mapped (FPKM > 0.5). Differential (DE) expression of a gene was determined by statistical difference after adjustment for a false discovery rate of FDR ≤ 0.05. The DE genes used for Ingenuity Pathways Analysis were considered analysis ready (AR) if annotated according to the Ingenuity Knowledge Base, accrued from human and murine models in the biomedical literature

From the time-course microarray analysis, IPA annotated 329 “Analysis Ready” (AR)-DE genes from the main effect of genotype, 559 AR-DE genes from the interaction of genotype x age, and 647 AR-DE genes in a non-redundant dataset combined from the main effect of genotype and genotype x age interaction (Fig. 2-a). The second Venn diagram (Fig. 2-b) presents unique and commonly shared AR-DE genes from the time-course microarray study (genotype and age x genotype interaction) and 2026 AR-DE genes from RNA-Seq analysis of abdominal fat in HG and LG chickens at 7 wk. The number of DE genes considered by IPA as “Analysis Ready” (AR-DE) is shown in parenthesis.The Venn diagram (Fig. 2-a) presents unique and commonly shared DE gene sets found in HG and LG abdominal fat from the time-course microarray study. Only “Analysis Ready” (AR) gene sets, annotated with the Ingenuity Knowledge Base, are represented in the Venn diagram. An additional non-redundant gene set (combined-unique, 647 DE genes) was assembled by combining the genotype (329 DE genes) and age x genotype (559 DE genes) data sets and removing duplicated genes (cDNAs) printed on the microarray. A fourth dataset of 492 commonly-shared DE genes, found in these intersects, was also used for Ingenuity® Pathway Analysis (IPA). This commonly-shared DE gene dataset seems highly enriched with genes controlling the divergence in growth and abdominal fatness traits in HG and LG cockerels.

**Fig. 2:**
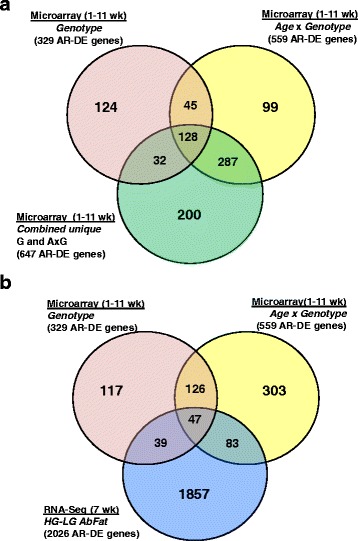
Venn diagram of “Analysis Ready” (AR) and differentially-expressed (DE) gene sets from the time-course (1-11 wk) microarray analysis (**a**) and RNA-seq analysis (**b**) of abdominal fat in HG and LG cockerels (7 wk). Three statistical contrasts were made for the microarray analysis: the main effect (FDR ≤ 0.05) of genotype (HG vs. LG) across 6 ages (1-11 wk), age x genotype interaction and the main effect of age. An additional non-redundant gene set (combined-unique, 647 AR-DE genes), used for Ingenuity® Pathway Analysis (IPA), was assembled by combining the genotype (329 AR-DE genes) and age x genotype (559 AR-DE genes) datasets, then removing and duplicate genes (cDNAs) printed on the 14 K Del-Mar chicken microarray. The Venn diagrams represent the number of AR-DE genes annotated in the Ingenuity® Knowledge Base. The common genes shown in intersects were also combined and used for IPA. The RNA-seq analysis provided 2026 AR-DE genes (FDR ≤ 0.05), which were used for IPA and comparison with time-course microarray datasets (**b**)

The RNA-Seq analysis (Fig. 2-b) of abdominal fat from the same 4 HG and 4 LG birds at 7 wk. provided 2026 DE genes that were annotated by IPA as “Analysis Ready” (AR). The intersection of the genotype and age x genotype datasets from the microarray study shows 126 commonly shared AR-DE genes. The RNA-Seq AR-DE gene set shared 86 common genes with the main effect of genotype AR-DE genes, and another 130 genes in common with the age x genotype AR-DE gene set. Only 47 AR-DE genes were shared among all three DE gene sets, derived from microarray and RNA-Seq analyses.

### IPA of gene interaction networks and functional pathways

#### Time-course microarray data analysis of abdominal fat in HG and LG cockerels (1-11 wk)

Significant gene (FDR≤0.05) lists from the microarray analysis were first annotated using the GeneBase tool on our laboratory website [41], which provides protein IDs (from GenBank or Swiss-Prot) derived from BLASTX/BLASTN analysis of 18,240 cDNA probes printed on the Del-Mar 14 K chicken array. Annotated microarray data files (Fig. 2-a), containing the *Ensembl* protein ID and log2 fold-difference for each gene, were submitted for Ingenuity® Pathway Analysis [44]. IPA provides functional annotation from the Ingenuity Knowledge Base [indicated as “Analysis Ready” (AR)], mapping to canonical metabolic/regulatory pathways, gene interaction networks and Ingenuity® Upstream Regulator Analysis, which provides transcription factor interaction networks and predicted interactions between transcription factors and their target genes.

A summary of the IPA of the time-course (1-11 wk) microarray dataset of 647 unique AR-DE genes condensed from the main effect of genotype and interaction of genotype x age datasets is presented in Table 2. The top five canonical pathways identified by microarray analysis were “Oxidative Phosphorylation” (19 AR-DE genes; Additional file 6), “Mitochondrial Dysfunction” (22 AR-DE genes), “Eukaryotic translation initiation factor (EIF2) Signaling” (21 AR-DE genes), “NRF2-mediated Oxidative Stress Response” (19 AR-DE genes), and “Phagosome Maturation” (13 AR-DE genes). The top five “Upstream Regulators” were TP53 (105 direct target genes), PPARA (50 direct targets), MYC (78 direct targets), PPARG (45 direct targets), and MYCN (32 direct targets). Ingenuity Upstream Regulator Analysis identified 22 DE transcription factors from the time-course microarray study; 8 transcription factors were up-regulated in the HG cockerels, whereas 14 upstream regulators were more abundant in LG abdominal fat. The top five “Molecular and Cellular Functions” identified by IPA from the microarray DE gene set included “Cellular Growth and Proliferation” (285 AR-DE genes, “Cellular Movement” (171 AR-DE genes), “Lipid Metabolism” (129 AR-DE genes), “Molecular Transport” (176 AR-DE genes), and “Small Molecule Biochemistry” (163 AR-DE genes). The top five IPA categories related to “Physiological System Development and Function” were “Cardiovascular System” (107 AR-DE genes), “Organismal Development” (181 AR-DE genes), “Organismal Survival” (175 AR-DE genes), “Hematological System” (123 AR-DE genes), and “Immune Cell Trafficking” (72 AR-DE genes). The top 10 up-regulated genes and down-regulated genes in abdominal fat of juvenile HG and LG chickens (1-11 wk) are also presented in Table 2.

**Table 2:** IPA summary of microarray analysis of abdominal fat in HG and LG cockerels (1-11 wk)

Top Canonical Pathways	*p*-value	Overlap	Ratio
Oxidative Phosphorylation	7.88E-10	17.4%	19/109
Mitochondrial Dysfunction	1.37E-08	12.9%	22/171
EIF2 Signaling	2.33E-07	11.4%	21/185
NRF2-mediated Oxidative Stress Response	2.84E-06	10.6%	19/180
Phagosome maturation	7.93E-05	10.8%	13/120
Top Upstream Regulators	*p*-value of overlap		# Target genes
TP53	2.92E-21		105
PPARA	1.46E-18		50
MYC	2.75E-16		78
PPARG	1.94E-14		45
MYCN	2.51E-13		32
Top Molecular and Cellular Functions	*p*-value		# Genes
Cellular Growth and Proliferation	1.96E-04 - 1.11E-16		285
Cellular Movement	2.13E-04 - 3.09E-14		171
Lipid Metabolism	2.79E-04 - 7.14E-13		129
Molecular Transport	2.72E-04 - 7.14E-13		176
Small Molecule Biochemistry	2.79E-04 - 7.14E-13		163
Physiological System Development and Function	*p*-value		# Genes
Cardiovascular System	2.58E-04 - 7.81E-12		107
Organismal Development	2.58E-04 - 7.81E-12		181
Organismal Survival	4.90E-05 - 3.31E-10		175
Hematological System	2.72E-04 - 3.05E-08		123
Immune Cell Trafficking	2.72E-04 - 3.05E-08		72
Top Up-regulated genes	HG/LG Ratio	Top Down-regulated genes	HG/LG Ratio
*FN1*	12.58	*TGM2*	−5.86
*SCD*	10.69	*MED27*	−5.06
*PPP1R9A*	9.23	*SESTD1*	−4.07
*XYLT2*	5.14	*ALB*	−3.80
*PIGC*	4.52	*RPL18A*	−3.78
*NFASC*	4.02	*MT-ND1*	−3.21
*PLEC*	3.55	*HSD11B1*	−3.11
*ABHD3*	3.40	*BM2*	−3.00
*FASN*	3.34	*TAGLN*	−2.95
*ARID4B*	3.30	*ANGPTL3*	−2.94

Ingenuity Pathway Analysis (IPA) was used for functional annotation and mapping of 647 DE genes from the time-course microarray analysis of abdominal fat in HG and LG cockerels (1-11 wk) that were “Analysis Ready” (AR-DE). This unique (non-redundant) gene set was compiled from AR-DE genes found in the main effect of genotype or the genotype x age interaction

Annotated lists of AR-DE genes are provided in eight worksheets of Additional file 6, which show top canonical pathways and biological functions [“Upstream Regulators (22 AR-DE genes), Oxidative Phosphorylation (19 AR-DE genes), LXR-RXR Activation (9 AR-DE genes), Fatty Acid Metabolism (61 AR-DE genes), Adipogenesis (12 AR-DE genes), Insulin Resistance (27 AR-DE genes), VEGF Signaling (8 AR-DE genes), and Protein Metabolism” (44 AR-DE genes)] revealed by time-course microarray analysis. Fourteen of the 22 AR-DE transcription factors identified by microarray analysis are expressed higher in abdominal fat of the LG cockerels (1-11 wk). Likewise, 15 of the 19 AR-DE genes involved in oxidative phosphorylation are more abundant in the LG. Of the nine AR-DE genes belonging to the LXR-RXR pathway, only three genes encoding transport proteins (*TF, APOA1* and *ALB*) are up-regulated in visceral fat of the LG birds.

#### Gene interaction networks identified from the time-course microarray analysis (1-11 wk)

A top gene interaction network (Fig. 3-a), identified by IPA as “Lipid Metabolism”, shows interaction of two opposing transcription factors [peroxisome proliferator-activated receptor gamma (*PPARG*) and peroxisome proliferator-activated receptor delta (*PPARD*)] with their respective direct target genes. Six direct targets of the *PPARG* are metabolic enzymes up-regulated in abdominal fat of the HG chickens [stearoyl-CoA desaturase (delta-9-desaturase; *SCD*); diacylglycerol O-acyltransferase 2 (*DGAT2*), acyl-CoA synthetase long-chain family member 1 (*ACSL1*), (ATPase, H^+^-transporting, lysosomal 34 kDa, V1 subunit D *(ATP6V1D*), collagen alpha 1 (*COL1A1*), and thrombospondin receptor (*CD36*)]. The expression of several other genes were downregulated in the HG cockerels (or expressed higher in LG) [*PPARD*, *ALDH9A1,* monoglyceride lipase (*MGLL*), oxidation resistance 1 (*OXR1*), and pyruvate dehydrogenase kinase, isozyme 4 (*PDK4*)]. The adipocyte enhancer binding protein 1 (*AEBP1*), which was expressed higher in abdominal fat of LG birds, directly affects both *PPARG* and *CD36*. On the other hand, *PPARD* and many of its direct target genes (10 AR-DE genes) are up-regulated in the slower-growing and leaner LG genotype, with the exception of two genes (*SCD* and *CD36*), which were highly expressed in the HG. The two opposing transcription factors (*PPARG* and *PPARD*) also share several down-regulated target genes in the HG, including *PDK4, ALDH9A1, ACSL, SLC27A1* and *VLDLR*. The potent LPL inhibitor, angiopoietin-like 3 (*ANGPTL3*), solute carrier family 22 (organic cation transporter), member 3 (*SLC22A3*), glutamate-ammonia ligase (*GLUL*), and thrombospondin 1 (*THBS1*), like *PPARD*, are up-regulated in abdominal fat of LG cockerels. Additional genes with higher expression in the LG include plasminogen (*PLG*), several ATPases, heat shock 60 kDa protein 1 or chaperonin (*HSPD1*) and hydroxysteroid (11-beta) dehydrogenase 1 (*HSD11B1*), which degrades glucocorticoid, interact with direct targets of PPARD (i.e., *VLDLR, THBS1* and *CD36*), whereas, *THBS2* and *collagen type VI* were up-regulated in visceral fat of the HG chickens*.* Interestingly, an equal number of unique ATPases were associated with either PPARG in the HG or PPARD in the LG chickens.

**Fig. 3:**
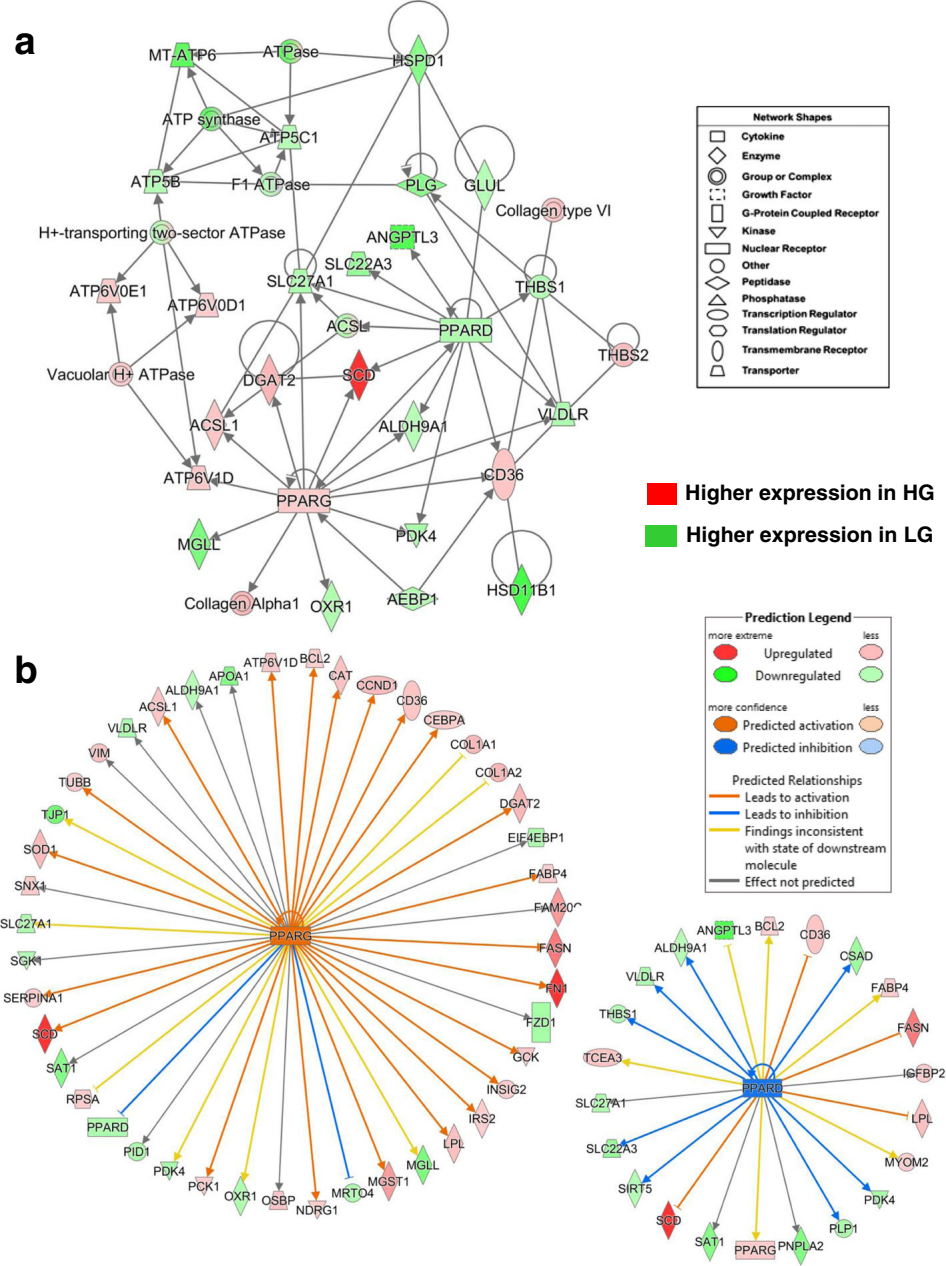
Interactions of two transcription factors (PPARG and PPARD) and their direct target genes that control lipid metabolism in abdominal fat of juvenile HG and LG chickens. This gene interaction network (**a**) was identified by microarray analysis and Ingenuity® Pathway Analysis (IPA) from a combined unique list (647 AR-DE genes) merged from DE genes in the main effect of genotype (averaged across 6 ages) with DE genes from the interaction of age and genotype (see Fig. 2). Red gene symbols indicate higher expression in abdominal fat of HG birds, while green gene symbols indicate higher expression in the LG. Ingenuity® Upstream Regulator Analysis identified direct target genes (**b**) of two opposing ligand-activated transcription factors (*PPARG* and *PPARD*). IPA predicts the activation of PPARG (orange symbol and arrows) and inhibition of PPARD (blue symbols and arrows), based on the observed expression of DE genes and the expected mammalian responses found in the Ingenuity Knowledge Base

Numerous direct targets of PPARG were identified by Ingenuity Upstream Regulator Analysis from DE genes identified by the time-course (1-11 wk) microarray study of abdominal fat of HG and LG chickens (Fig. 3-b). Twenty-seven direct DE genes of PPARG were expressed at higher levels in abdominal fat of the HG chickens, whereas 13 direct gene targets were more abundant in the LG chickens. This detailed view of PPARG target genes predicts (based on literature accrued in the Ingenuity Knowledge Base and observed expression values) that PPARG up-regulates or activates 31 direct gene targets (orange arrows) in the HG chickens. Among these up-regulated genes, most control lipogenesis, adiposity and energy metabolism (*SCD*, *FASN, FN1, DGAT2, CEBPA, LPL, FABP4, INSIG2, IRS1, PCK1, SCD, SOD1, SERPINA1,* and *ACSL1*). Whereas, *PPARD* expression was higher in the LG chickens and predicted to be inhibited (blue color arrows) and downregulated in the HG chickens (or higher in the LG), which agrees with our observed expression values (Fig. 3-b). Eight down-regulated genes (*PDK4, PLP1, SIRT5, SLC22A3, THBS1, VLDLR, ALDH9A1, ANGPTL3,* and *CSAD*) were predicted to be inhibited by PPARD (indicated by the blue arrows) in visceral fat of the HG; these genes were actually expressed higher in the slow-growing LG chickens as indicated by the green-colored gene symbols.

Another gene interaction network controlling lipid metabolism (Fig. 4-a), centered on the up-regulated transcription factor CCAAT/enhancer binding protein, alpha (*CEBPA*), was found in a subset of 252 commonly shared genes from the microarray analysis (see Fig. 2-a). CEBPA directly interacts with seven up-regulated genes in HG birds [argininosuccinate synthase 1 (*ASS1*)*,* acyl-CoA synthetase long-chain family member 1 (*ACSL1), DGAT2, FABP4,* Kruppel-like factor 2 (*KLF2*)*,* E2F transcription factor 4 (*E2F4*), and ADP-ribosylation factor-like 6 interacting protein 5 (*ARL6IP5*)]. Four direct targets of CEBPA were down-regulated in HG abdominal fat including F-box and WD repeat domain containing 7, E3 ubiquitin protein ligase (*FBXW7*), Kruppel-like factor 5 (*KLF5*), guanylate binding protein 1, interferon-inducible (*GBP1*), and mRNA turnover 4 homolog, *S. cerevisiae* (*MRTO4*). Ubiquitin ligase (*FBXW7*) has direct interactions with *DGAT2, FABP4, KLF2*, *KLF5,* ADP-ribosylation factor-like 6 interacting protein 1 (*ARL6IP1*), DEP domain containing MTOR-interacting protein (*DEPTOR*) and mediator complex subunit 27 (*MED27*). Other members of this lipogenic network include exostosin glycosyltransferase 2 (*EXT2*), hemoglobin, epsilon 1 (*HBE1*), Kruppel-like factor 13 (*KLF13*), carbonic anhydrase IX (*CA9*), inhibitor of DNA binding 3 (*ID3*), dolichyl-phosphate beta-glucosyltransferase (*ALG5*), annexin A5 (*ANXA5*), farnesyl-diphosphate farnesyltransferase 1 (*FDFT1*) and acyl-CoA synthetase family member 2 (*ACSF2*).

**Fig. 4:**
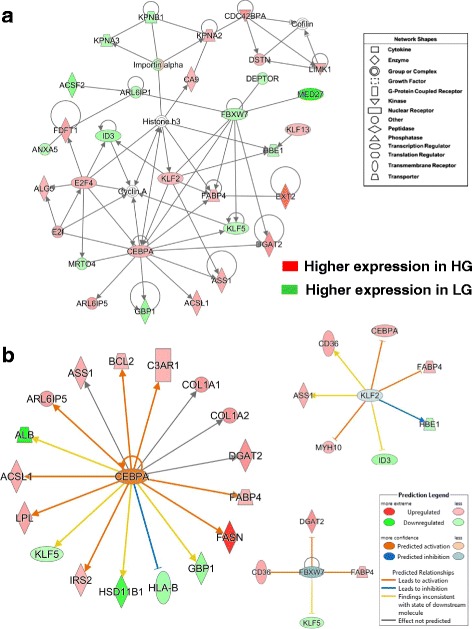
This adipogenic gene network is centered on the up-regulated transcription factor *CEBPA* and interactions with several other transcription regulators (**a**). Another major gene interaction network identified by a time-course microarray analysis of abdominal fat of HG and LG chickens (1-11 wk). Ingenuity Pathway Analysis (IPA) identified this functional gene interaction network from the unique set of 647 AR-DE genes shown in the Venn diagram (Fig. 2a). Red gene symbols indicate higher expression in HG adipose tissue, while green gene symbols indicate higher expression in visceral fat of the LG. The Ingenuity® Upstream Regulator Analysis determined additional direct target genes of CEBPA, KLF2 and FBXW7 (**b**). Ingenuity predicts the activation of *CEPBA* *(orange* gene symbol and arrows) and inhibition of *KLF2* and *FBXW7* (*blue* symbol and *arrow*)

Ingenuity Upstream Regulator Analysis identified 18 AR-DE genes as direct targets of CEPBA (Fig. 4-b), 13 lipogenic AR-DE genes were up-regulated in the HG genotype (*FASN, DAGT2, LPL, CEBPA, FABP4* and *IRS2*). Whereas, only five AR-DE genes were downregulated in the HG birds (*ALB*, *KLF5*, *HSD11B1, HLA-B,* and *GBP1*) in the subset of 252 commonly-shared genes from microarray contrasts (see Fig. 2-a). The Ingenuity Upstream Regulator Analysis predicts that CEBPA was activated in the HG chickens and led to activation of eight genes (orange arrows) or inhibition (blue blunted line) of a single gene, major histocompatibility complex, class I, B (*HLA-B*). Based on our observed expression values and expected responses from the mammalian-based Ingenuity Knowledge Base, the Upstream Analysis predicts that *KLF2* would be inhibited (blue gene symbol), while clearly its expression was more abundant in HG abdominal fat. *KLF2* was predicted to inhibit three major genes (*CEBPA, FABP4*, and *MYH10*), highly expressed in the HG, and would further inhibit the embryonic form of hemoglobin, epsilon 1 (*HBE1*). The yellow arrows point to a contradiction between information accrued in the Ingenuity Knowledge Base and the expected state (inhibited, blue) of two target DE genes [thrombospondin receptor (*CD36*) and *ASS1*], although their actual state was upregulated (activated, red symbol). There is predicted uncertainty (grey arrows) about *KLF2* inhibition of ID3 (blunted-yellow line), which is down regulated in the HG. Ingenuity correctly predicts *FBXW7* to be inhibited (blue symbol), since it was expressed lower in HG, and that this ubiquitin protein ligase would directly block up-regulation of three ligogenic genes (*CD36*, *DGAT2* and *FABP4*) (blunt orange line), along with uncertainty about the ability of *FBXW7* to block (blunt yellow line) the down-regulated *KLF5* (green symbol). It is clear from these observations that CEBPA is major lipogenic transcription factor and a major contributor to the higher growth and greater fat accretion found in the HG cockerels.

#### RNA-Seq analyses of abdominal fat in four HG and four LG chickens at 7 wk

RNA-Seq analysis revealed 2410 DE (FDR≤0.05; FPKM > 0.5) genes at 7 wk. 

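In the deposited counts, 307 of the 10484 genes tested differed between the lines, 217 with higher counts in HG and 90 in LG. After the ratios were centred on their median, 229 passed, 104 of them higher in HG and 125 in LG, so the balance between the lines depended on the scaling. The paper's own ratios lay below the deposited ones by a median of 0.24 over 1475 genes, close to the median shift of 0.26. Genes with a symbol made up 180 of the 307, and 172 of them were higher in HG and 8 in LG, while of the 127 without one 45 were higher in HG and 82 in LG. After centring, 83 with a symbol were higher in HG and 23 in LG, against 21 and 102 without one. The gene sets named in the paper could be examined only through genes with a symbol, and so hold few of the calls on the LG side. The genes with the largest LG excess in Table 3 are among those without a symbol here. Counts of set members above and below the median gene therefore miss such genes. They cannot be set against the numbers per direction that the paper gives. GRIK1, a kainate-type glutamate receptor subunit, had counts of 2674 in HG and 382 in LG, a log2 ratio of 2.80 (95% interval 2.22 to 3.39). MYOM2, a protein of the sarcomere M-band, had a log2 ratio of 3.73 (95% interval 2.05 to 5.42), or 2.78 with a pseudocount of 10, and PLEKHD1 one of 2.80 (95% interval 1.45 to 4.15). All 3 passed before and after centring. Much larger LG excesses were found at loci for which no symbol was at hand. ENSGALG00000020180 had a count of 22.6 in HG and 3852 in LG, and ENSGALG00000009262 had 3.93 and 1113. On the HG side, ENSGALG00000005734 had 9051 and 62.8. Of the genes that Additional file 5 lists as higher in HG and that had a count in either line, 911 of 915 had the higher count in HG (908 after centring). Of those listed as higher in LG, 532 of 563 had the higher count in LG (557 after centring). The number that passed was 2841 when the deposited variance was divided by the 4 birds of a line, as for a variance of a mean. In counts simulated from the trend of the deposited variances, the test recovered 13 of 50 genes changed 2-fold and 39 at 4-fold. With each gene's own deposited spread it recovered 10 and 39, so a 2-fold difference was often not detected. The share of calls that were false was 2.13% with the trend and 18.2% with each gene's own spread. Both forms took the deposited variance as the true variance of the value compared, and changed 200 genes. The shares hold only under those 2 settings.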

(Additional file 5), which was the age of greatest extremes in growth and fatness phenotypes exhibited by HG and LG cockerels. IPA identified 2026 DE genes from the RNA-Seq dataset as annotated and “Analysis Ready” (AR) from the RNA-Seq dataset. A summary of the IPA of this RNA-Seq dataset is presented in Table 3. The top five canonical pathways populated by DE genes from the RNA-Seq analysis were “Axonal Guidance Signaling, Acute Phase Response Signaling, Role of Tissue Factor in Cancer, Coagulation System and Complement System” (see Additional file 7 for detailed gene lists). The top five “Upstream Regulators” predicted by Ingenuity Upstream Analysis were ESR1 (234 AR-DE targets), TP53 (230 AR-DE targets), CTNNB1 (132 AR-DE targets), ESR2 (83 AR-DE targets), and SMARCA4 (105 AR-DE targets). The top “Molecular and Cellular Functions” over-represented by DE genes from the RNA-Seq analysis were “Cellular Movement” (538 AR-DE genes), “Cellular Growth and Proliferation” (866 AR-DE genes), “Cellular Morphology” (606 AR-DE genes), “Cell Death and Survival” (706 AR-DE genes), and “Cellular Assembly and Organization” (452 AR-DE genes). The top “Physiological System Development and Function” categories represented by RNA-Seq DE genes were “Organismal Development” (701 AR-DE genes), “Tissue Development” (801 AR-DE), “Cardiovascular System” (373 AR-DE genes), “Embryonic Development” (476 AR-DE genes) and “Organismal Survival” (530 AR-DE genes). 

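Among the genes with the largest HG excess in Table 3, SCD, the desaturase that makes monounsaturated fatty acids, had a count of 26156 in HG and 162 in LG. Its log2 HG/LG ratio was 7.33 (95% interval 6.38 to 8.27). ABHD3, a phospholipase of the abhydrolase family, had counts of 363 and 17.2 and a log2 ratio of 4.32 (95% interval 3.12 to 5.52). SMOC1, a secreted calcium-binding matrix protein, had counts of 307 and 21.3 and a log2 ratio of 3.79 (95% interval 2.66 to 4.92). All 3 passed with the deposited counts and after centring on the median. Of the genes of skeletal muscle in that table, ACTN2, the sarcomeric alpha-actinin, had counts of 67.6 and 1.13 and a log2 ratio of 5.01 (95% interval 2.57 to 7.44), or 2.80 with a pseudocount of 10. TNNI2, the fast skeletal troponin I, had counts of 23.7 and 0.332. Neither passed over all genes, and the LG count of each is too small for a precise ratio. TNNC2, the fast skeletal troponin C, was listed at 0 in both lines. All 4 skeletal muscle markers with counts (ACTA1, ACTN2, MYBPC1 and TNNI2) had higher counts in HG, before and after centring. MYBPC1 was listed at 0 in LG and could not be tested. Adjusted over the list alone, ACTA1 and ACTN2 of the 3 tested passed, before and after centring. All 3 had been selected by the study from these birds, so this is not independent support.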

The top ten up-regulated genes in HG abdominal fat included *SCD,* whereas the top ten up-regulated genes in the LG cockerels mainly encode hemostasis (*FGA, FGB, FGG, PLG* and *KNG1*) and transport or binding (*ALB, GC, APOH* and *FABP1*) proteins.

**Table 3:** IPA summary of RNA-Seq analysis of abdominal fat in HG and LG cockerels (7 wk)

Top Canonical Pathways	*p*-value	Overlap	Ratio
Axonal Guidance Signaling	1.07E-11	20.3%	88/434
Acute Phase Response Signaling	4.80E-11	27.2%	46/169
Role of Tissue Factor in Cancer	4.05E-10	30.9%	34/110
Coagulation System	4.13E-09	48.6%	17/35
Complement System	1.20E-08	45.9%	17/37
Top Upstream Regulators	*p*-value of overlap		#Target Genes
ESR1	6.70E-29		234
TP53	1.48E-24		230
CTNNB1	4.21E-19		132
ESR2	1.14E-17		83
SMARCA4	3.03E-13		105
Top Molecular and Cellular Functions	*p*-value		# Genes
Cellular Movement	7.08E-08 – 5.98E-43		538
Cellular Growth and Proliferation	7.49E-08 - 3.56E-37		866
Cell Morphology	1.37E-07 - 5.49E-35		606
Cell Death and Survival	1.31E-07 - 2.52E-30		706
Cellular Assembly and Organization	3.03E-08 - 2.15E-29		452
Physiological System Development and Function	*p*-value		# Genes
Organismal Development	1.40E-07 - 1.18E-29		701
Tissue Development	1.53E-07 - 9.90E-28		801
Cardiovascular System	1.47E-07 - 5.03E-27		373
Embryonic Development	5.07E-08 – 7.56E-25		476
Organismal Survival	8.82E-09 - 1.54E-24		530
Top Up-regulated Genes	Log2 Ratio	Top Down-regulated Genes	Log2 Ratio
*MYL1*	7.55	*GC*	−8.52
*SCD*	7.02	*FGB*	−8.34
*ACTN2*	6.15	*PLG*	−8.23
*CASQ2*	5.91	*AHSG*	−8.18
*TNNC2*	5.72	*FGA*	−8.14
*MYH3*	5.58	*HRG*	−7.73
*RIPPLY3*	5.03	*FGG*	−7.62
*TNNI2*	4.44	*ALB*	−7.40
*SMOC1*	4.13	*APOH*	−6.93
*ABHD3*	4.08	*KNG1*	−6.63

Ingenuity Pathway Analysis (IPA) was used for functional annotation and mapping of 2026 “Analysis Ready” DE genes identified by RNA-Seq analysis of abdominal fat in four HG and four LG cockerels at 7 wk. These tissue samples were from the same HG and LG birds used for microarray analysis at this age

Additional functional categories and canonical pathways represented by AR-DE genes from the RNA-Seq analysis (Additional file 7) include “Upstream Regulators (58 genes), Acute Phase Signaling (48 genes, Coagulation System (17 genes), Intrinsic Prothrombin Activation (12 genes), Extrinsic Prothrombin Activation (11 genes), LXR/RXR Activation (31 genes), Fatty Acid Metabolism (158 genes), Adipogenesis Pathway (26 genes), Insulin Resistance (71 genes), VEGF Signaling (18 genes), and Protein Metabolism” (63 genes). Ingenuity Analysis recognized 58 AR-DE genes as “Upstream Regulators”, where 24 AR-DE transcription factors were expressed higher in HG abdominal fat and 34 AR-DE upstream regulators were up-regulated in the LG. 

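Of the upstream regulators that the study lists from these birds in Additional file 7, 32 had a row among the counts and 31 were tested. Of these, 3 passed with the deposited counts, and all 3 were higher in HG. LOXL2, a lysyl oxidase that cross-links matrix proteins, had a log2 ratio of 1.78 (95% interval 1.18 to 2.37), CDERMO-1 one of 1.74 (95% interval 0.98 to 2.50), and PPARG, the nuclear receptor that drives adipocyte differentiation, one of 0.96 (95% interval 0.40 to 1.52). After centring, PPARG no longer passed, and KLF5, a transcription factor of early adipocyte differentiation, passed as lower in HG. Its log2 ratio was -1.20 (95% interval -2.02 to -0.39) as deposited and -1.47 centred. LOXL2 and CDERMO-1 were named after their values were seen. Among the 31 regulators with counts, 15 had ratios above the median gene and 16 below it.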

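Of the 48 acute phase genes that the study picked from these birds (Additional file 7), 16 had a row among the counts, and none of these 16 passed before or after centring. Relative to the median gene, 10 of the 16 had lower counts in HG and 6 had higher counts. SERPING1, the C1 inhibitor, had a log2 ratio of -0.61 (95% interval -1.43 to 0.21), and C1S, a serine protease of the classical complement pathway, one of -0.57 (95% interval -1.19 to 0.05). MAPK11, a p38 kinase, had a ratio of -0.91 and CEBPB, a transcription factor of the acute phase and of adipogenesis, one of -0.17. On the other side, SERPINF1, the anti-angiogenic serpin, had a ratio of 0.83 (95% interval 0.19 to 1.48) and MAP2K6, a kinase upstream of p38, one of 1.41 (95% interval 0.10 to 2.73). The plasma proteins of this pathway with the largest LG excess could not be named among the loci tested.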

The “Acute Phase Signaling Pathway” was also overpopulated by 40 AR-DE genes that were up-regulated in the LG, whereas, only 8 genes in this pathway were expressed in abdominal fat of the HG. Likewise, only a single up-regulated gene in the HG was assigned to the canonical “Coagulation System” (*PLAU*) and “Intrinsic Prothrombin Activation Pathway” (*COL18A1*), while 11 AR-DE genes belonging to the “Extrinsic Prothrombin Activation Pathway” were all over-expressed in the LG. Similarly, the “LXR-RXR Activation Pathway” was composed of 23 AR-DE genes highly expressed in LG visceral fat compared to only 8 up-regulated genes from the HG birds. 

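Of the 31 LXR/RXR genes, 9 had a row and 8 were tested. SCD and ACACA passed as higher in HG with the deposited counts, and after centring only SCD did. PLTP, which transfers phospholipids between lipoproteins, had counts of 156 in HG and 70.7 in LG and a log2 ratio of 1.13 (95% interval 0.25 to 2.02). MMP9, a gelatinase of macrophages and neutrophils, had a ratio of -0.76 (95% interval -2.73 to 1.20). Neither PLTP nor MMP9 passed. Relative to the median gene, 5 of the 9 had higher counts in HG and 4 had lower counts, in a list the study chose on these birds. This leaves out most of the 31, so it does not give the balance of the whole set.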

A total of 158 AR-DE genes were assigned by IPA to “Fatty Acid Metabolism” and of these 84 AR-DE genes were up-regulated in the LG cockerels compared to 76 genes expressed high in the HG. 

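Fatty acid metabolism was the largest of these sets, with 92 of 158 genes having a row and 89 tested. With the deposited counts 12 passed, all of them higher in HG. After centring, 6 passed as higher in HG and 3 as higher in LG. Apart from SCD, the 5 others that passed as higher in HG both ways were FADS2, the delta-6 desaturase, POR, the electron donor of microsomal cytochromes P450, ITGAV, SMPD1, the acid sphingomyelinase, and ATP8A1, a phospholipid flippase. SMPD1 had counts of 491 and 128 (log2 ratio 1.94) and ATP8A1 of 1100.3 and 289.8 (log2 ratio 1.92). The 3 that passed as higher in LG after centring were KLF5, CFTR, the chloride channel, with counts of 199 and 381 (centred log2 ratio -1.19), and SLCO2A1, the prostaglandin transporter, with counts of 101 and 233 (centred log2 ratio -1.46). SMPD1, ATP8A1, CFTR and SLCO2A1 were named after their values were seen. The list was drawn from the study's own differences between these birds. Over its 91 genes with counts, 55 had ratios above the median gene and 36 below it. Members without a row are left out, so these counts do not give the balance of the whole set.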

Another critical canonical pathway identified was “Adipogenesis”, which was populated by 15 up-regulated AR-DE genes in the LG and 11 up-regulated genes in the HG cockerels. 

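Among the adipogenesis genes of Additional file 7, a list the study chose in which some values (PPARG and FGFRL1 among them) are those of its microarray lists, 7 had a row and all 7 were tested. FGFRL1, a receptor that binds fibroblast growth factors, had counts of 570.4 in HG and 181 in LG and a log2 ratio of 1.65 (95% interval 1.01 to 2.29), and passed before and after centring. The counts of PPARG were 1774 and 909.9. BMP7, a factor of brown adipocyte differentiation, had a log2 ratio of -1.31 (95% interval -2.73 to 0.11) and XBP1, a transcription factor of the unfolded protein response, one of -0.15 (95% interval -0.82 to 0.51). Neither passed. KLF5 passed as higher in LG after centring and not before. FGFRL1, BMP7 and XBP1 were named after their values were seen.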

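Of the 71 genes that Additional file 7 assigns to insulin resistance, 47 had a row and 44 were tested. With the deposited counts 5 passed, all higher in HG, and after centring 2 passed as higher in HG and 1 as higher in LG. Besides SCD, GRIK1, ACACA and PPARG, the HG group held CSPG4, a proteoglycan of pericytes and adipocyte progenitors, with counts of 942 in HG and 456 in LG and a log2 ratio of 1.05 (95% interval 0.47 to 1.62), which passed before centring and not after it. The gene that passed as higher in LG after centring was CA2. CSPG4 was named after its values were seen. Relative to the median gene, 25 had higher counts in HG and 20 had lower counts, which is not independent evidence in a list of genes the study had already called. The members without a row are not in these counts, whereas the paper's numbers cover all 71.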

Insulin resistance is another important biological process related to visceral fatness and endocrine signaling, where 41 AR-DE genes were expressed higher in the LG chickens and 30 genes were more abundant in the HG. The vascular endothelial growth factor (VEGF) signaling pathway was dominated by 13 up-regulated AR-DE genes in the HG birds, with only 5 genes up-regulated in the LG. In contrast, protein metabolism had an equal number of AR-DE genes from HG (31 up-regulated genes) and LG (32 up-regulated genes) cockerels at 7 wk.

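Of the 18 VEGF pathway genes that the study called, 13 had a row and 13 were tested, 9 with ratios above the median gene and 4 below it. PDGFC, a platelet-derived growth factor, was the 1 gene of the set that passed, with counts of 355 in HG and 152 in LG and a log2 ratio of 1.22 (95% interval 0.53 to 1.90). It did not pass after centring. FLT4, the receptor of VEGF-C, had a log2 ratio of 0.69 (95% interval 0.08 to 1.31). The largest ratio of the set was that of ACTN2, given above, which did not pass. The set also held actins, with ratios of 0.88 for ACTB and 1.12 for ACTA1, the skeletal muscle actin. PTK2B, a focal adhesion kinase, had a ratio of -0.79 (95% interval -1.79 to 0.21).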

#### Gene interaction networks revealed from RNA-Seq analysis of HG and LG abdominal fat

From 2410 DE genes identified by RNA-Seq analysis of abdominal fat in HG and LG cockerels at 7 wk, a total of 2026 DE genes were determined by IPA as “Analysis Ready” (AR) and subjected to an IPA “Core Analysis”. Two gene interaction networks were highly populated by several hemostasis genes that were highly expressed in abdominal fat of the LG chickens at 7 wk (Fig. 5). Panel A shows a gene interaction network functionally annotated by IPA as “Cell-to-Cell Signaling, Hematological System Development and Function”. This network was composed of several DE genes involved in acute phase signaling and blood coagulation (see Additional file 7). These genes included fibrinogen A, B and G (*FGA, FGB* and *FGG*), molecular transporters [albumen (*ALB*), transthyretin (*TTR*), apolipoprotein A-I (*APOA1*), apolipoprotein H (*APOH*), transferrin (*TF*), group-specific component (*GC*; Vitamin D binding protein), solute carrier family 9, subfamily A (*SLC9A8*), serpin peptidase inhibitor, clade F, member 2 (*SERPINF2*), and alpha-2-Heremans-Schmid-glycoprotein (*AHSG* or *fetuin-A*). Other genes expressed higher in visceral fat of the LG chickens include lecithin-cholesterol acyltransferase (LCAT), complement component 3 (*C3*), transglutaminase 2 and 4 (*TGM2* and *TGM4*), mal or T-cell differentiation protein (*MAL*), cyclin L2 (*CCNL2*), and AT rich interactive domain 5A (*ARID5A*). Other genes expressed higher in the HG chickens were dermatopontin (*DPT*), thrombospondin 2 (*THBS2*), serpin peptidase inhibitor, clade F, member 1 (*SERPINF1*), which is a neurotrophic factor and potent inhibitor of angiogenesis, phospholipid transfer protein (*PLTP*), integrin, alpha V (*ITGAV*), and lectin, galactoside-binding, soluble, 8 (*LGALS8*).

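Of the genes of the network in Fig. 5-a, 8 had a row among the counts. THBS2, an inhibitor of angiogenesis in the matrix, had counts of 586 in HG and 162 in LG and a log2 ratio of 1.85 (95% interval 1.15 to 2.55). ITGAV, the integrin subunit that binds vitronectin, had counts of 1859 and 546 and a log2 ratio of 1.77 (95% interval 1.21 to 2.32). These 2 passed before and after centring and the other 6 did not. DPT, a matrix protein that binds decorin, had a log2 ratio of 0.75 (95% interval 0.11 to 1.39). TGM2, which cross-links proteins, had counts of 2658 in HG and 4804 in LG and a ratio of -0.85 (95% interval -1.60 to -0.10). SLC9A8, a sodium/proton exchanger, had a ratio of -0.34 (95% interval -0.96 to 0.28) and CCNL2, a cyclin of RNA processing, one of -0.07 (95% interval -0.74 to 0.60). The intervals of SLC9A8 and CCNL2 include 0.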

**Fig. 5:**
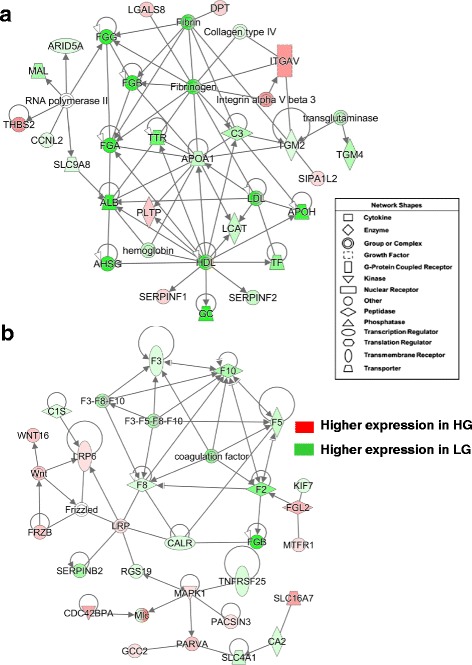
RNA-Seq analysis of abdominal fat at 7 wk identified two gene interaction networks controlling fibrinogenesis and hemostasis that are populated by genes highly expressed in LG cockerels. Panel **a** shows an interaction network functionally annotated by IPA as “Cell-to-Cell Signaling, Hematological System Development and Function”. The second panel (**b**) shows a gene network, annotated by IPA as “Hematological Disease”, which involves interaction of a large cluster of clotting factors with multiple cell signaling components

The other hemostatic gene network revealed by RNA-Seq analysis (Fig. 5-b) was composed of several coagulation factors (*F2*, *F3, F5, F8, F10, SERPINB2,* and *FGB*), which were all over-expressed in abdominal fat of LG cockerels. The complement component (*C1S*), calreticulin (*CALR*), the anion exchanger *SLC4A1*, kinesin family member 7 (*KIF7*), carbonic anhydrase II (*CA2*) and regulator of G-protein signaling 19 (*RGS19*) were also expressed higher in the LG. Several additional genes in this direct interaction network were up-regulated in the HG, including mitogen-activated protein kinase 1 (*MAPK1*), parvin alpha (*PARVA*), the monocarboxylate transporter *SCL16A7*, coiled-coil domain containing 2 (*GCC2*), CDC42 binding protein kinase alpha (*CDC42BPA*), LDL receptor related protein 6 (*LRP6*), frizzled-related protein (*FRZB*), wingless-type MMTV integration site family member 16 (*WNT16*), protein kinase C and casein kinase substrate in neurons 3 (*PACSIN3*), fibrinogen-like 2 (*FGL2*) and mitochondrial fission regulator 1 (*MTFR1*). This gene interaction network was functionally annotated by IPA as “Hematological Disease”.

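Of the genes of this network, 13 had a row. SLC16A7, the monocarboxylate transporter 2, had counts of 313 in HG and 95.7 in LG and a log2 ratio of 1.70 (95% interval 0.93 to 2.47). FGL2, a prothrombinase of the fibrinogen family, had counts of 7571 and 2732 and a log2 ratio of 1.47 (95% interval 0.78 to 2.16). Both passed before and after centring. CA2, carbonic anhydrase II, which is abundant in red blood cells, had counts of 229.5 and 454 and a ratio of -0.98 (95% interval -1.64 to -0.32). It passed as lower in HG after centring and not before. Of the genes that did not pass, FRZB, a secreted Wnt antagonist, had a log2 ratio of 1.25 (95% interval -0.28 to 2.77), PARVA one of 1.13 (95% interval 0.30 to 1.97), LRP6 one of 0.76 (95% interval -0.11 to 1.64) and KIF7 one of -0.45 (95% interval -1.07 to 0.16). RGS19 had counts under 10 in both lines and was not tested.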

Sixteen of the 17 DE genes were over expressed in the IPA canonical coagulation system, which includes the extrinsic and intrinsic prothrombin activation pathways (Fig. 6; Additional file 7). The up-regulated hemostasis genes found in the LG chickens include six coagulation factors (*F2, F3, F5, F8, F10* and *F13B*), three fibrinogen subunits (*FGA, FGB* and *FGG*), two serpin peptidase inhibitors (*SERPINC1* and *SERPINF2*), plasminogen (*PLG*), kininogen 1 (*KNG1*), bradykinin (*BDK*), protein C (*PROC*), and von Willebrand factor, C and EGF domains (*VWCE*). In contrast, plasminogen activator, urokinase (*PLAU*) was the only coagulation-related gene that was expressed higher in HG abdominal fat. 

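Of the coagulation genes named, 3 had a row among the counts, and none of them passed before or after centring. PLAU, the urokinase that converts plasminogen to plasmin, had counts of 164 in HG and 80.5 in LG and a log2 ratio of 1.01 (95% interval 0.16 to 1.87). F3, the tissue factor that starts the extrinsic pathway, had counts of 52.5 and 83.9 and a ratio of -0.67 (95% interval -1.68 to 0.35). SERPINC1, the antithrombin secreted by the liver, had counts of 4.4 and 64.7 and a ratio of -3.61 (95% interval -6.37 to -0.84), or -2.38 with a pseudocount of 10. In the list of coagulation and fibrinolysis genes fixed before the data were examined, 5 of 39 genes had an identifier at hand and these same 3 had a row, and adjusted over the list alone PLAU passed as higher in HG and SERPINC1 as higher in LG. After centring, adjusted over the list alone, SERPINC1 passed and PLAU did not. The study had already called these 3 genes in these birds, so passing over the list alone is not independent support. Of the 6 hepatocyte marker genes with counts, SERPINC1 among them, 2 had higher and 4 had lower counts in HG than in LG after centring. The fibrinogens, the other coagulation factors, plasminogen and kininogen could not be named among the loci tested.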

Clearly, the diminished abdominal fat mass of slower-growing LG cockerels reflects a highly prothrombotic state; although the consequence on endocrine signaling and/or lipid metabolism remains unknown. However, microarray analysis of liver in the HG and LG cockerels does show higher expression of four coagulation genes (*FGA, FGB, SERPINF2*, and *KNG1*) in the LG birds (Cogburn, LA unpublished data). Presently, we do not know if local activation of the coagulation system in adipose tissue (or liver) affects the systemic hemostatic mechanism, which normally would rely on availability of coagulation precursors synthetized mainly in the liver.

**Fig. 6:**
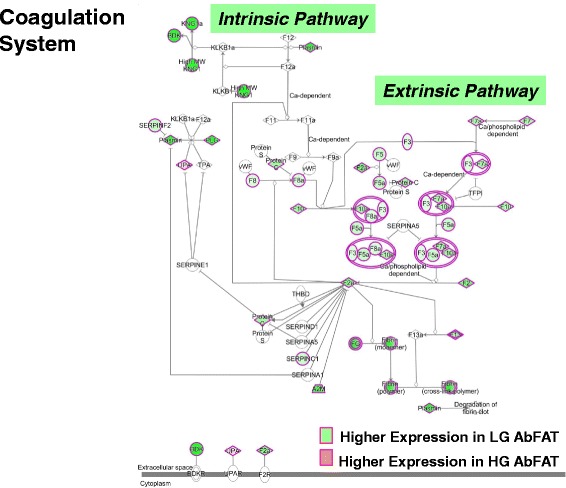
Ingenuity Pathway Analysis of RNA-Seq data showed that the canonical coagulation system was over-represented by up-regulated genes in abdominal fat of LG cockerels. Plasminogen activator, urokinase (*UPA*) was the only coagulation gene expressed higher in visceral fat of the HG birds. The IPA indicates that 16 out of 17 DE genes are expressed at higher levels in the LG birds, while only plasmogenin activator, urokinase was up-regulated in abdominal fat of HG cockerels. Both the intrinsic (12 AR-DE genes) and extrinsic (11 AR-DE genes) pathways in visceral fat of LG birds are highly-populated by up-regulated coagulation genes (see Additional file 7 for functional AR-DE gene lists)

One metabolic gene network, annotated by IPA as “Lipid Metabolism, Small Molecule Biochemistry and Energy Production”, was centered on interactions of two transcription factors (*SREBF1* and *SREBF2*) and their numerous activated target genes, most of which were highly expressed in abdominal fat of the faster-growing and fatter HG cockerels at 7 wk (Fig. 7-a). The two highest-expressed genes found in this lipogeneic network were *SCD* (10.7-fold higher) and 24-dehydrocholesterol reductase (*DHCR24*) [5.5-fold higher], the final enzyme in cholesterol biosynthesis. 

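SCD had the largest ratio of the 16 genes of this network that had counts (its values stand with the top genes above). FADS2, the delta-6 desaturase, had counts of 1839 in HG and 387 in LG and a log2 ratio of 2.25 (95% interval 1.68 to 2.82). CYB5A, which passes electrons to desaturases, had counts of 934 and 329 and a ratio of 1.50 (95% interval 0.93 to 2.07). SCD, FADS2 and CYB5A passed before and after centring. ACACA, the acetyl-CoA carboxylase that makes malonyl-CoA, had counts of 1576 and 729 and a ratio of 1.11 (95% interval 0.56 to 1.66), and LSS, the lanosterol synthase, counts of 233 and 88.1 and a ratio of 1.39 (95% interval 0.58 to 2.20). Both passed with the deposited counts and not after centring. The ratios of the genes that did not pass and had higher counts in HG ran from 0.62 for SLC38A6 to 1.62 for INSIG1, whose protein holds SCAP in the endoplasmic reticulum. Among them, LPIN1, the phosphatidate phosphatase of triglyceride synthesis, had 0.83 (95% interval 0.22 to 1.44), FADS1 0.86 (95% interval 0.19 to 1.52) and SQLE, the squalene epoxidase, 1.17 (95% interval 0.16 to 2.19). AGTR1, the angiotensin II receptor, had counts of 148 in HG and 279 in LG and a ratio of -0.91 (95% interval -1.71 to -0.11). SIK1 had a ratio of -0.57 (95% interval -1.26 to 0.13) and PPARGC1B one of -0.30 (95% interval -1.19 to 0.59). DGAT2 was listed at 0 in both lines, whereas the paper has it higher in HG by RNA-Seq and by qRT-PCR at 7 wk. Of 27 cholesterol synthesis genes listed before the data were examined, 7 had a row, 3 passed as higher in HG and none as lower. Adjusted over the list alone all 7 passed, and 5 after centring. Of 31 genes of fatty acid synthesis and desaturation, 8 had a row, 3 passed as higher in HG and none as lower. Adjusted over the list alone 7 passed, and after centring 4 passed as higher in HG and 1 as lower. Members with a row were those the study had selected.

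**Figure D1:**
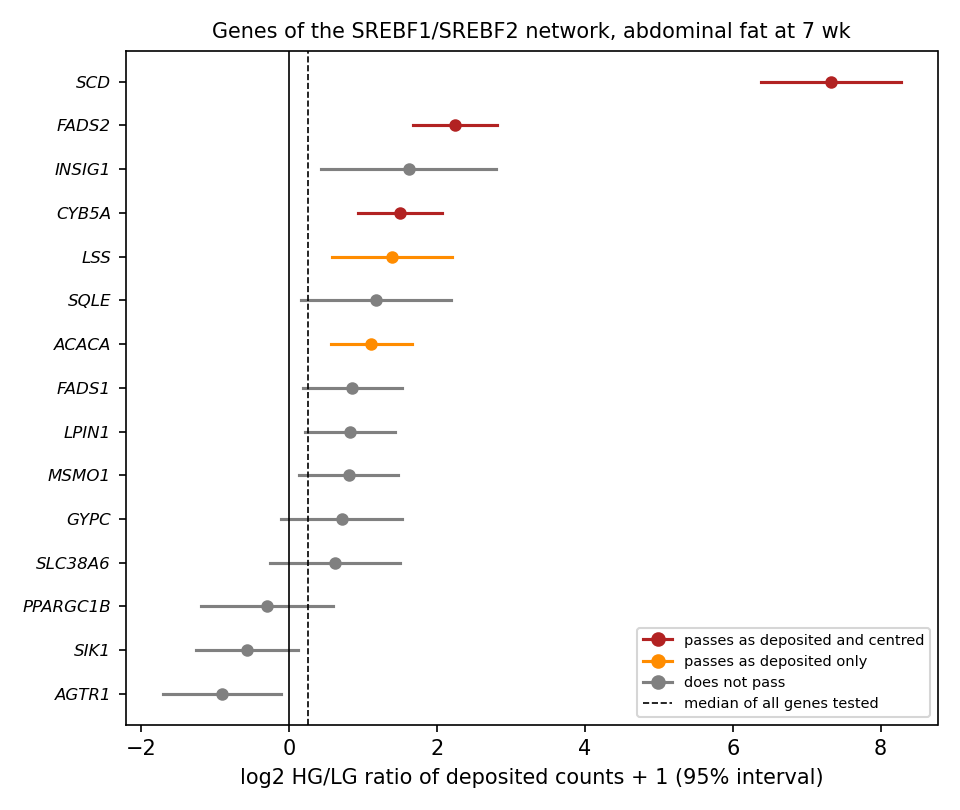
Log2 HG/LG ratio of the deposited counts with a pseudocount of 1 (x axis) for 15 of the genes of the SREBF1 and SREBF2 network that had counts, with 95% intervals from the deposited variances, in abdominal fat at 7 wk. The solid line marks 0 and the dashed line the median of all genes tested, at 0.26. SCD stands at 7.33, apart from the other genes, and AGTR1, SIK1 and PPARGC1B lie below 0.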

Other up-regulated genes in visceral fat of HG chickens were diacylglycerol O-acyltransferase 2 (*DGAT2*), lipin 1 (*LPIN1*), insulin induced gene 1 (*INSIG1*), *ACACA, FADS1, SQLE, SC5D, LSS, FADS2, CYB5A, SLC38A6, MSMO1, KLF13* and glycophorin C (*GYPC*). Only seven genes in this network were expressed higher in abdominal fat of the LG cockerels [*AGTR1, ATP12A,* PPARG coactivator 1 beta (*PPARGC1B*)*, ACACB*, salt inducible kinase 1 (*SIK1*), HMG CoA synthase (*HMGCS*) and solute carrier family 4 member 4 (*SLC4A4*).

**Fig. 7:**
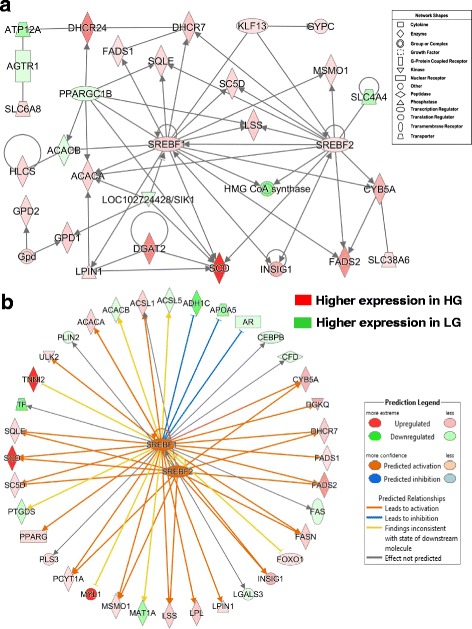
IPA of RNA-Seq data revealed a gene network controlled by the lipogenic transcription factors *SREBF1* and *SREBF2* (**a**). Panel **b** shows additional direct gene targets that are either unique to, or shared by, *SREBF1* (35 DE genes) and *SREBF2* (16 DE genes). The Ingenuity® Upstream Analysis predicates activation (*orange* arrows and symbols) or inhibition (blunt blue line) of direct target genes. The predicted activated (*orange arrows*) or inhibited (blunt blue lines) state of DE target genes is based on the expected responses accrued in the Ingenuity Knowledge Base

Ingenuity® Upstream Regulator Analysis identified 36 AR-DE genes that are direct targets of *SREBF1* (22 genes were expressed higher in the HG, which is consistent with activated *SREBF1*) and 16 AR-DE genes that are direct targets of *SREBF2* (12 genes were expressed higher in the HG, which is consistent with activation of *SREBF2*) (Fig. 7-b). 

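Of the SREBF1 targets in Additional file 7, 22 had a row among the counts, and relative to the median gene 18 had higher counts in HG and 4 had lower counts. With the deposited counts 8 passed, all higher in HG, and after centring 4 did. Of the 4 below the median, ACSL5 and FAS had log2 ratios of -0.85 and -0.76, and none of the 4 passed. DGKQ, a diacylglycerol kinase, had counts of 268 in HG and 65.5 in LG and a log2 ratio of 2.01 (95% interval 1.16 to 2.87), and passed before and after centring. ULK2, a kinase of autophagy, had a ratio of 0.97 (95% interval 0.41 to 1.53) and passed only with the deposited counts. Of the SREBF2 targets, 12 had a row, 11 of them above the median gene and 1 below it. With the deposited counts 5 passed, all higher in HG, and after centring 3 did. These lists were chosen by the study on the same birds. SREBF1 and SREBF2 themselves could not be named among the loci tested. The paper sets the number of direct targets that were higher in HG beside activation of SREBF1 and SREBF2, which Ingenuity Upstream Analysis predicts.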

As direct targets of *SREBF1*, the four most abundant genes in abdominal fat of the HG were myosin light chain 1 (*MYL1*), SCD, troponin I type 2, skeletal, fast (*TNNI2*) and *FADS2,* whereas *MAT1A, APOA5, TF* and *ADH1C* were the highest-expressed target genes of *SREBF1* found in the LG at 7 wk. The Ingenuity Upstream Analysis predicts that both *SREBF1* and *SREBF2* are activated (orange gene symbols) and that 19 DE target genes would be activated (orange arrows). Twelve of these highly-expressed genes are activated by both transcription factors (*ACSL1, CYB5A, DHCR7, FADS2, FASN, INSIG1, LSS, MSMO1, PCYT1A, SC5D, SCD* and *SQLE*). 

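Of the 12 shared targets, 10 had a row, and all 10 had higher counts in HG than the median gene. The study chose these targets from its own calls in these birds, so their shared direction is not independent evidence. Besides SCD, FADS2, CYB5A and LSS, given with the network above, ACSL1, the long-chain acyl-CoA synthetase, had counts of 18328 in HG and 9011 in LG and a log2 ratio of 1.02 (95% interval 0.13 to 1.92). DHCR7, which reduces 7-dehydrocholesterol to cholesterol, had counts of 189 and 80.8 and a ratio of 1.22 (95% interval 0.38 to 2.06). MSMO1, a sterol demethylase, had counts of 329.7 and 188 and a ratio of 0.81 (95% interval 0.14 to 1.47). PCYT1A, the rate-limiting enzyme of phosphatidylcholine synthesis, had a ratio of 0.82 (95% interval -0.08 to 1.72). None of these last 4 passed.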

*SREBF1* appears to inhibit only three genes [alcohol dehydrogenase 1C (class I), gamma polypeptide (*ADH1C*), apolipoprotein A-V (*APOA5*) and androgen receptor (*AR*)], which were over-expressed in the LG chickens*.* Only 13 direct target genes of *SREBF1* and/or *SREBF2* were expressed higher in abdominal fat of the LG chickens. Perilipin 2 (*PLIN2*) was the only direct target of *SREBF2* that was expressed higher in visceral fat of the LG cockerels.

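PLIN2, a coat protein of lipid droplets, had counts of 1246 in HG and 1452 in LG. Its log2 ratio was -0.22 (95% interval -0.78 to 0.34), an interval that includes 0, and it did not pass before or after centring.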

RNA-Seq analysis revealed interactions between the vitamin D receptor (*VDR*) and several direct targets of *SREBF1* including *FASN, ACACA* and *LPIN1*, which were up-regulated in the HG birds (Fig. 8-a). 

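Of the 30 genes of the network in Fig. 8-a, 15 had a row. POR, the cytochrome P450 oxidoreductase, had counts of 2695 in HG and 696 in LG and a log2 ratio of 1.95 (95% interval 1.40 to 2.51), and passed before and after centring. ACACA passed only with the deposited counts. The other 13 did not pass. QKI, an RNA-binding protein, had a ratio of 0.89 (95% interval 0.21 to 1.58), VPS26A, of the retromer, 0.93 (95% interval 0.25 to 1.61), DST, a cytoskeletal linker, 0.83 (95% interval 0.15 to 1.51), MMRN2, a matrix protein of endothelium, 0.74 (95% interval 0.18 to 1.29), LAMA2, a laminin, 0.62 (95% interval 0.04 to 1.20), and MPST 0.94 (95% interval -0.34 to 2.22). On the LG side, HCLS1, a protein of haematopoietic cells, had a ratio of -0.61 (95% interval -1.22 to -0.01), COQ3, of ubiquinone synthesis, -0.47 (95% interval -1.55 to 0.61) and PRCP, a carboxypeptidase that cleaves angiotensin II, -0.30 (95% interval -1.02 to 0.41). CNP, which Additional file 5 lists as higher in LG, had a ratio of 0.19 as deposited and -0.07 after centring.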

Other up-regulated genes in the HG chickens include cytochrome p450 oxidoreductase (POR), multimerin 2 (*MMRN2*), quaking *(QKI),* mercaptopyruvate sulfurtransferase (*MPST*), laminin subunit alpha 2 (*LAMA2*), allograft inflammatory factor 1 like (*AIF1L*), dystonin (*DST*), VPS26 retromer complex component A (*VPS26A*) and kinesin family member 3A (*KIF3A*). Another group of 15 genes were up-regulated in abdominal fat of the LG [*APOA1, TTR, RBP7,* angiotensinogen (*AGT*)*,* aldo-keto reductase family 1, member B10 (*AKR1B10*), poly(rC) binding protein 3 (*PCBP3*), coenzyme Q3, methyltransferase (*COQ3*), laminin subunit gamma 2 (*LAMC2*), collagen type VII alpha 1 (*COL7A1*), hematopoietic cell-specific Lyn substrate 1 (*HCLS1*), 2′,3′-cyclic nucleotide 3′ phosphodiesterase (*CNP*), prolylcarboxypeptidase (*PRCP*), methionine adenosyltransferase 1A (*MAT1A*), prostaglandin D2 synthase (*PTGDS),*carnitine palmitoyltransferase 1A (*CPT1A*), and solute carrier family 51 alpha subunit (*SLC51A*)]*.*

**Fig. 8:**
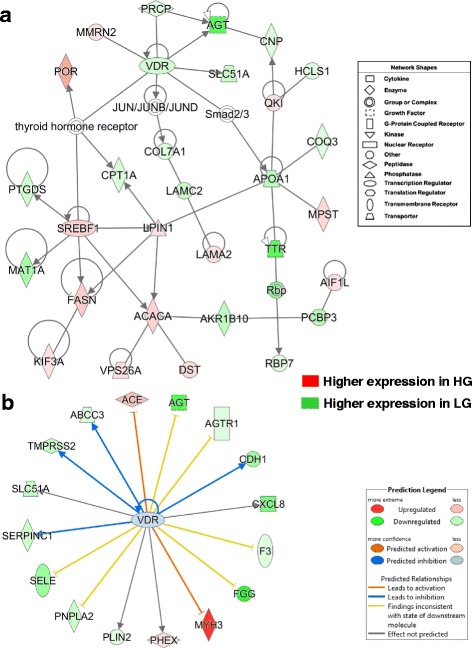
Gene network showing interactions of two ligand-activated transcription factors (*VDR* and *SREBF1*) from RNA-Seq analysis of abdominal fat in HG and LG cockerels at 7 wk. (**a**). This network of 30 DE genes was functionally annotated by IPA as “Energy Production; Lipid Metabolism”. The expression of 13 DE genes was higher in abdominal fat of HG cockerels, while 17 DE genes were more abundant in the LG. Panel **b** provides 16 direct targets of VDR, and *VDR* itself, which were largely up-regulated in LG abdominal fat at 7 wk., only three genes were expressed higher in the HG. Upstream Regulator Analysis predicted inhibition of the *VDR* gene (blue symbol) and inhibition (*blue* arrow or blunt lines) of target genes reflecting its up-regulation in the LG

Ingenuity Upstream Regulator Analysis predicts that the expression of VDR (Fig. 8-b) would be inhibited (blue gene symbol), which would lead to down-regulation of four direct target genes [serpin peptidase inhibitor, clade C (antithrombin), member 1 (*SERPINC1*), transmembrane protease, serine 2 (*TMPRSS2*), ATP binding cassette subfamily C member 3 (*ABCC3*), and cadherin 1 (*CDH1*). Of the 17 DE direct targets of the VDR, three genes [angiotensinogen converting enzyme (*ACE*), myosin, heavy chain 3, skeletal muscle, embryonic (*MYH3*) and phosphate regulating endopeptidase homolog, X-linked (*PHEX*)] were expressed at higher levels in abdominal fat of the HG chickens. 

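Of the VDR targets, 6 had a row among the counts, and all 6 had lower counts in HG than in LG. PNPLA2, the adipose triglyceride lipase that starts lipolysis, had counts of 5366 in HG and 12188 in LG and a log2 ratio of -1.18 (95% interval -2.05 to -0.32). It passed after centring and not before. ABCC3, an exporter of organic anions, had counts of 169.9 and 237 and a ratio of -0.48 (95% interval -1.17 to 0.21). It did not pass, nor did AGTR1, F3, PLIN2 and SERPINC1, whose ratios are given above. The list was chosen by the study on the same birds. VDR, ACE, MYH3 and PHEX could not be named among the loci tested.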

The up-regulated expression of six genes in the LG birds (*AGT, AGTR1, F3, FGG, PNPLA2* and *SELE*) was inconsistent with the expected state of these genes (blunted yellow edges) from the Ingenuity Knowledge Base. However, the effect of the VDR was not predicted for three AR-DE genes [the inflammatory chemokine, C-X-C motif chemokine ligand 8 (*CXCL8*), phosphate regulating endopeptidase homolog, X-linked (*PHEX*) and perilipin 2 (*PLIN2*).

Another gene network functionally annotated by IPA as controlling lipid metabolism was centered on the androgen receptor (*AR*), which was expressed higher in abdominal fat of the LG cockerels, and the interaction of its direct target genes with three additional transcription factors [SREBF2, PPARG coactivator 1 beta (*PPARGC1B*) and MKL1/myocardin like 2 (*MKL2*)] (Fig. 9-a). Eight genes are direct targets of the lipogenic transcription factor *SREBF2*, where *CYB5A*, *FADS2, DHCR7, MSMO1, SQLE, LSS* and *SCD* were up-regulated in HG visceral fat, and only solute carrier family 4 member 4 (*SLC4A4*) was expressed higher in the LG. Two direct targets of the AR [methylsterol monooxygenase 1 (*MSMO1*) and 7-dehydrocholesterol reductase (*DHCR7*)] are also direct targets of SREBF2, while *DHCR24* is a direct target of the *AR* and *PPARGC1B,* both of these transcription regulators were up-regulated in LG chickens. *PPARGC1B* also shares three genes that are direct targets of *SREBF2* [i.e., squalene epoxidase (*SQLE*), lanosterol synthase (*LSS*) and *SCD*]. Three additional targets of *MKL2* are solute carrier family 35 member D3 (*SLC35D3*), a key regulator of dopamine signaling, and thromboxane A synthase 1 (*TXBAS1*) both of which were up-regulated in abdominal fat of the LG cockerels, whereas calponin 2 (*CNN2*) is a third target gene of *MKL2*, which was expressed higher in the HG chickens. Fourteen additional genes in this network are direct targets of the AR, where 9 genes are expressed higher in the LG and 5 up-regulated in the HG. Among the 9 upregulated target genes of AR found in visceral fat of the LG line were endothelin 2 (*EDN2*), forkhead box P2 (*FOXP2*), tyrosine aminotransferase (*TAT*), prostate stem cell antigen (*PSCA*), the sodium-coupled amino acid transporter (*SLC38A5*), ELOVL fatty acid elongase 2 (*ELOVL2*), transmembrane protease, serine 2 (*TMPRSS2*), acyl-CoA binding domain containing 7 (*ACBD7*) and kinesin family member 15 (*KIF15*). Ingenuity Upstream Regulator Analysis identified 85 direct targets of the AR gene from the RNA-Seq analysis of abdominal fat in the HG and LG cockerels at 7 wk. (Fig. 9-b). Thirty-five of the known direct targets of the AR were upregulated in HG cockerels, while 50 DE genes were over expressed in visceral fat of the LG birds. The predicted inhibition of the AR and 26 of its target genes is based on the observed down-regulation of the *AR* (blue symbol and arrows) in the HG abdominal fat (or up-regulation in LG birds as indicated by green gene symbols) from the RNA-Seq analysis. The two highest up-regulated DE genes in the HG among direct targets of the AR were calsequestrin 2 (*CASQ2*) and 24-dehydrocholesterol reductase (*DHCR24*), which catalyzes the final step in cholesterol synthesis. Another terminal enzyme of cholesterol synthesis, *DHCR7,* was also upregulated in abdominal fat of the HG cockerels. Ingenuity Upstream Analysis indicated that three up-regulated genes in the HG cockerels [*CASQ2,* nucleosome assembly protein 1 like 1 (*NAP1L1*), and nerve growth factor receptor (*NGFR*)] would be actively blocked (red blunted lines) by the AR. Another steroid hormone receptor up-regulated in visceral fat of the LG cockerels was the progesterone receptor (*PGR*), which also had a large number of direct target genes (36 were upregulated in the LG and 25 DE genes were expressed higher in the HG birds) in the RNA-Seq dataset.

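PGR had low counts, 56.3 in HG and 93.2 in LG. Its log2 ratio was -0.72 (95% interval -1.70 to 0.27), and it did not pass before or after centring. Of its targets in Additional file 7, 34 had a row, 21 with ratios below the median gene and 13 above it. With the deposited counts 4 passed as higher in HG and 1 as higher in LG, and after centring 2 and 3 did. CAPN2, a calpain, had counts of 1463 and 602 and a ratio of 1.28 (95% interval 0.73 to 1.83), and MYO10, a myosin of filopodia, counts of 268 and 77.9 and a ratio of 1.77 (95% interval 0.93 to 2.60). These were the 2 that passed as higher in HG both ways. ENC1 and PLK2, with ratios of 1.54 and 0.98, passed only with the deposited counts. On the LG side were ITGB4, an integrin subunit of epithelial hemidesmosomes, with counts of 140.3 and 345 and a ratio of -1.29 (95% interval -1.99 to -0.59), and, after centring, KLF5 and EZR, a linker of membrane and cytoskeleton with a ratio of -0.92. CAPN2, MYO10, ENC1, PLK2, ITGB4 and EZR were named after their values were seen.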

**Fig. 9:**
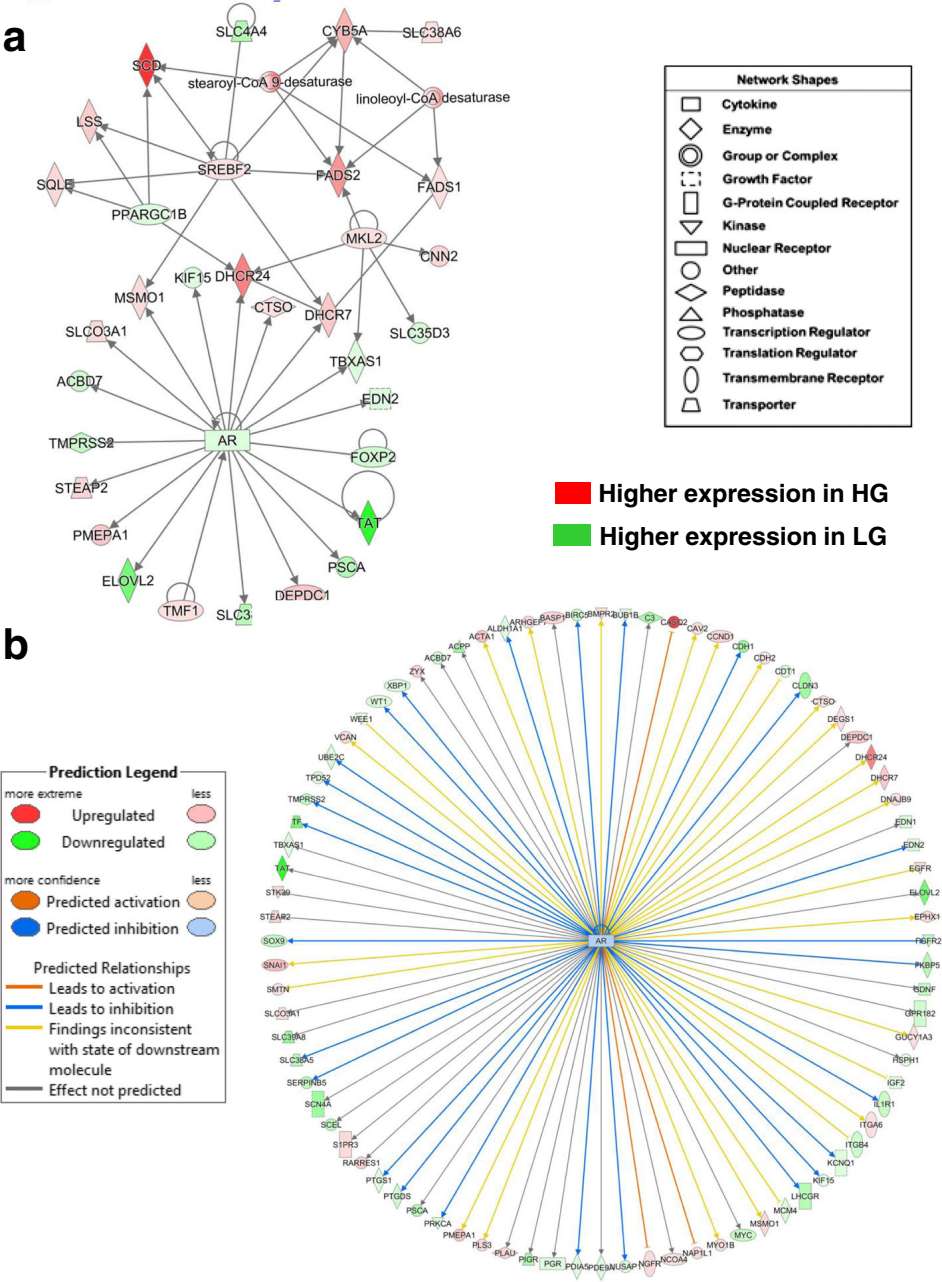
RNA-Seq analysis of abdominal fat in HG and LG cockerels at 7 wk. shows a gene interaction network centered on interactions between *SREBP2* and the *AR* (**a**). *SREBP2* and its direct targets are expressed higher in the HG cockerels, while the *AR* and 8 target genes were up-regulated in the LG. Ingenuity Upstream Analysis predicts that the *AR* should be activated in the HG (orange gene symbol), based on the up-regulated condition (orange arrows and red gene symbols) of 27 target genes (**b**). An additional 22 DE genes, known direct targets of the AR, were up-regulated (green gene symbols) in abdominal fat of the LG birds. Ingenuity predicted activation is indicated by *orange* arrows), while predicted inhibition is shown by blunted *blue* lines

### Verification of differential gene expression by quantitative RT-PCR (qRT-PCR)

Based on biological function, candidate DE genes were selected from the microarray (1-11 wk) and RNA-Seq (7 wk) analyses for verification of expression by qRT-PCR assay. Three genes (*ME1, DIO3*, and *scGH*), not identified by either microarray or RNA-Seq analysis, were also examined by qRT-PCR analysis due to special interest. Expression patterns of four transcriptional regulators which directly regulate adipogenesis and/or lipogenesis are shown in Fig. 10-a. Three of these transcriptional regulators [*PPARG*, *CEBPA* and thyroid hormone responsive spot 14, alpha (*THRSPA*)] show very similar patterns of expression, being up-regulated in HG chickens. Similarly, *SREBF1* was 4-fold higher in HG chickens at 1 wk. (*P* ≤ 0.01), although not different at 3 and 11 wk. Four targets of these transcriptional regulators, controlling lipogenesis, are shown in Fig. 10-b. Interestingly, *SCD* was the second highest-expressed gene identified in abdominal fat of HG chickens by time-course (1-11 wk) microarray analysis (Table 2), being over ~110- and ~90-fold higher (*P*≤0.001) at 1 and 7 wk., respectively. Malic enzyme 1, NADP(+)-dependent, cytosolic (*ME1*) was up-regulated in the HG at 1, 5 and 7 wk., with a peak difference at 5 wk. (~2.5-fold increase in HG chickens). Both *FASN* and *DGAT2* were also significantly up-regulated in HG chickens (*P*≤0.001) at 1, 7 and 9 wk., with the greatest fold-change observed at 7 wk. (2.8- and 9.7-fold, respectively).

**Fig. 10:**
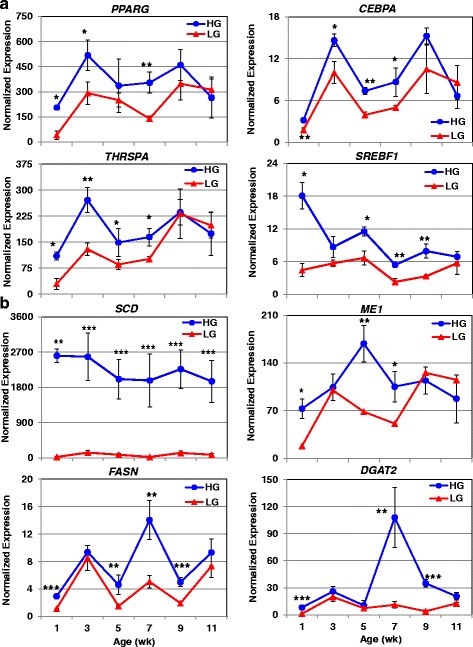
Verification of differentially expressed genes associated with abdominal fatness by qRT-PCR analysis. The abundance of eight genes, expressed higher in the HG and associated with their increased fatness [4 transcription factors (**a**) and 4 metabolic enzymes (**b**)], was verified by qRT-PCR analysis. Data points represent the mean ± SE of 4 birds/genotype and age. Significant differences between genotypes at each age were determined using a one-way ANOVA and Tukey’s multiple comparisons procedure at a significance level of *P*≤0.05 (*), *P*≤0.01 (**) and *P*≤0.001 (***)

Transcript abundance was also examined by qRT-PCR for seven genes which appear to be associated with leanness (Fig. 11). The nuclear-hormone receptor *PPARD* (see Fig. 2) was up-regulated in abdominal fat of LG chickens between 1 and 5 wk., with an 8.6-fold difference at 1 wk. Carnitine palmitoyltransferase I (*CPT1A*), which mediates the transport of long chain fatty acids across the outer mitochondrial membrane, was also higher in the LG during early development (1-7 wk) with an average of a 2.4-fold increase across these ages. Two key enzymes in ketogenesis [HMG-CoA synthase 1, soluble (*HMGCS1*) and 3-hydroxy-3-methylglutaryl-CoA lyase (*HMGCL*)] also exhibited early up-regulation in LG chickens. Interestingly, the endogenous avian leukosis virus envelope protein (*envPr57*) was highly expressed in abdominal fat of LG chickens across juvenile development (1-11 wk). The truncated or short chicken growth hormone (*scGH*) transcript was expressed higher (*P*≤0.01) in abdominal fat of HG chickens at 1 and 7 wk. Differences in the thyroid hormone-activating enzyme, deiodinase, iodothyronine, type I (*DIO1*), were seen at 3, 5 and 9 wk. (upregulated in LG chickens at all 3 ages) with the largest difference seen at 5 wk. (7.7-fold higher in LG chickens). Conversely, the gene for the thyroid hormone-deactivating enzyme [deiodinase, iodothyronine, type III (*DIO3*)] was expressed higher in LG chickens at 1 and 3 wk., whereas *DIO3* abundance was greater in visceral fat of the HG at 9 and 11 wk.

**Fig. 11:**
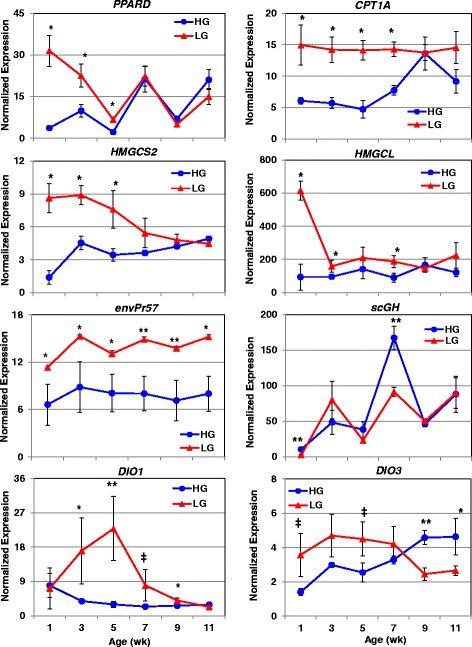
Verification of differential expression of genes associated with leanness by qRT-PCR analysis. The abundance of seven genes, expressed higher in LG birds and associated with leanness, was also verified by qRT-PCR analysis. An additional gene, short isoform of chicken GH (*scGH*), was included in this figure, although its expression was higher in the HG at 7 wk. Data points represent the mean ± SE of 4 birds/genotype and age. Significant differences between genotypes at each age were determined using one-way ANOVA and Tukey’s multiple comparisons procedure at significance levels of *P*≤0.05 (*) and *P*≤0.01 (**). The ‡ symbol denotes a data point that approaches significance (*P*≤0.10)

The differential expression of 46 genes identified by RNA-Seq analyses at 7 wk. was also examined by qRT-PCR at 7 wk. (Table 4). A subset of 25 DE genes, identified by microarray analysis, was included in the three-way comparison. Eleven of these genes were significantly different (*P* ≤ 0.05) between HG and LG chickens across all three methods (*ALB*, *ALDOB*, *A2M*, *EX-FABP*, *FADS2*, *FGA*, *HSD17B7*, *PDK4*, *SCD*, *THBS2*, and *TTR*). Twelve genes were significantly different (*P* ≤ 0.05) between HG and LG chickens by qRT-PCR, although they did not reach significance level by either RNA-Seq or microarray analyses (*AGTR1*, *ANXA1*, *CEBPA*, *F5*, *FASN*, *HPGDS*, *LDHA*, *LPIN1*, *LPL*, *ND6*, *PPARG*, and *PYGL*). Two genes were not significantly different by qRT-PCR or RNA-Seq analyses, but reached significance in the microarray analysis (*PLG* and *PGRMC1*). Expression ratios of these 25 genes for qRT-PCR analysis versus microarray analysis and RNA-Seq analysis versus microarray analysis comparisons had significant Spearman’s rank coefficients [rho (P) = 0.824615 and 0.854395, respectively]. The additional twenty-two genes analyzed by qRT-PCR at 7 wk. were similar by RNA-Seq analysis in magnitude, direction of fold change and significance level, except for four genes (*GPD1*, *LCN15*, *PDE1C* and *SELP*), which were not significant (*P*≤0.05) by RNA-Seq analysis but reached significance by qRT-PCR analysis. 

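The log2 HG/LG ratio of the deposited counts was set beside the paper's qRT-PCR fold change for the genes of Table 4. Of the 46 genes listed there, 22 had counts and a symbol that could be matched. All 22 had the same direction by both methods, before and after centring on the median. Across these genes Spearman's rho was 0.832 and Pearson's r on the log2 scale was 0.975, each with a permutation p of 1e-05, which is the smallest that 100000 resamples can give. Genes are not independent replicates, and these were selected by the study. Without SCD and the genes of the hepatocyte lists, rho was 0.812 (permutation p = 4e-05) and r was 0.953 over 20 genes. GREM1, a BMP antagonist, had a log2 ratio of 2.10 (95% interval 1.17 to 3.03) where the log2 of the paper's qRT-PCR fold is 1.01. IGFALS, which binds insulin-like growth factors in plasma, had 1.65 (95% interval 1.01 to 2.29) by RNA-Seq and 1.09 by qRT-PCR, both on the log2 scale. ANXA1, an anti-inflammatory annexin, had a log2 ratio of 1.37 (95% interval 0.66 to 2.08) and 1.77 by qRT-PCR, and GPD1, which makes the glycerol backbone of triglycerides, had 1.28 (95% interval 0.63 to 1.93) and 1.70 by qRT-PCR. Lower in HG by both measures were LDHA, with a log2 ratio of -0.96 (95% interval -1.67 to -0.26), PDE1C, with -1.08 (95% interval -1.90 to -0.26), and SELP, an adhesion molecule of endothelium and platelets, with -1.31 (95% interval -2.26 to -0.37). Of these 3, LDHA passed after centring and the others did not.

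**Figure D2:**
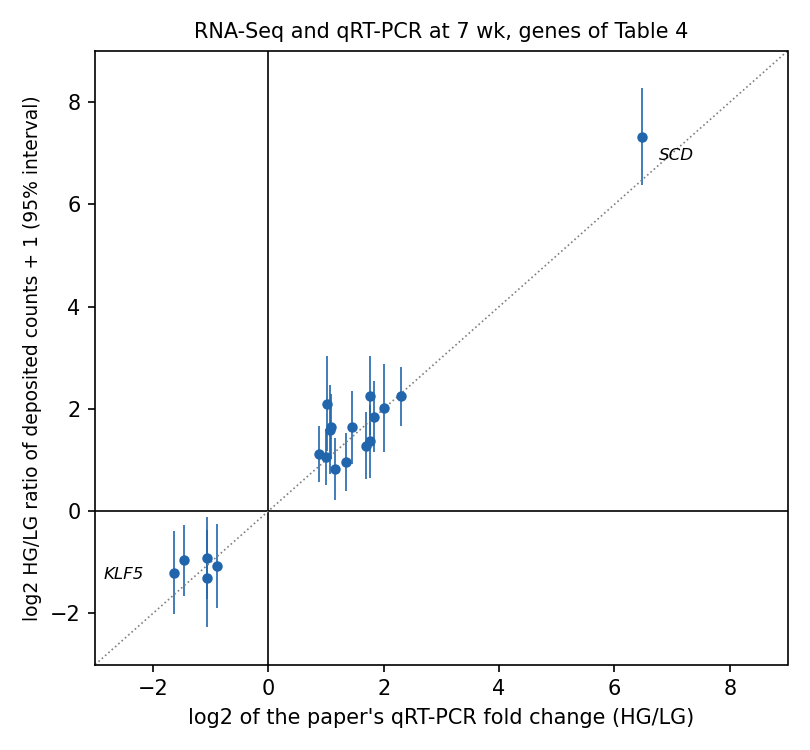
Log2 HG/LG ratio of the deposited counts with a pseudocount of 1 and its 95% interval (y axis) against the log2 of the paper's qRT-PCR fold change (x axis), both at 7 wk, for 20 of the 22 genes of Table 4 that had counts. The dotted line marks equal values. All points lie in the quadrants where both methods have the same direction, and SCD lies farthest out at 7.33.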

Expression fold-change ratios of forty-seven genes produced a significant Spearman’s rank coefficient [rho (P) = 0.928789] across qRT-PCR and RNA-Seq analyses.

**Table 4:** Differential gene expression in abdominal fat of HG and LG chickens across three analytical methods

	qRT-PCR Analysis		RNA-Seq Analysis		Microarray Analysis	
Gene Symbol	Fold-change	*P*-Value	Fold-change	*P*-Value	Fold-change	*P*-Value
*ALB*	−345.12	1.38E-10	−169.4	5.00E-05	−1.48	0.0100
*ALDOB*	2.75	0.0037	−98.8	5.00E-05	1.4	0.0004
*A2M*	−2.27	0.0412	−52.7	5.00E-05	−5.81	0.0009
*AGTR1*	−2.08	0.0035	−1.93	6.63E-04	−1.92	0.0579
*ANXA1*	3.4	0.0002	2.29	5.00E-05	2.52	0.1303
*CEBPA*	1.73	0.0302	1.44	0.0008	3.19	0.0055
*F5*	−3.21	0.016	−3.24	6.63E-04	−4.34	0.1336
*EX-FABP*	−41.12	1.22E-08	−33.07	6.63E-04	−5.78	0.0069
*FADS2*	4.9	0.0003	4.08	5.00E-05	2.15	0.0004
*FASN*	2.78	0.0033	2.02	5.00E-05	1.35	0.0003
*FGA*	−1929.39	8.46E-11	−282.08	5.00E-05	−7.91	0.0002
*HPGDS*	−2.76	0.0003	−4.57	5.00E-05	−4.05	0.0033
*HSD17B7*	3.38	2.21E-05	3.48	5.00E-05	5.15	0.0401
*LDHA*	−2.74	0.015	−2.02	5.00E-05	−1.58	0.0484
*LPIN1*	2.22	0.0278	1.47	0.0001	1.1	0.5185
*LPL*	3.69	0.0002	2.15	0.0032	1.54	0.0007
*ND6*	−1.78	0.037	−2.55	5.00E-05	−1.28	0.0309
*PPARG*	2.55	0.0047	1.70	5.00E-05	1.66	0.2626
*PYGL*	3.07	0.0068	2.14	0.0833	1.45	0.0052
*PLG*	−7.22	0.0652	−299.71	0.0001	−3.52	0.0493
*PGRMC1*	1.36	0.1159	1.7	1	2.42	0.0205
*PDK4*	−4.95	0.0056	−6.14	5.00E-05	−1.25	0.0002
*SCD*	89.12	0.002	129.4	5.00E-05	3.53	4.52E-13
*THBS2*	3.57	0.0012	2.97	5.00E-05	5.18	2.33E-05
*TTR*	−20.01	9.86E-07	−35.72	5.00E-05	−1.73	0.0229
*DHCR24*	6.18	0.0001	5.46	5.00E-05	-	-
*ACACA*	1.85	0.056	1.82	5.00E-05	-	-
*ACE*	1.91	0.0269	2.47	6.63E-04	-	-
*AGT*	−24.69	1.73E-06	−39.29	6.63E-04	-	-
*APOH*	−24.98	1.48E-06	−122,00	5.00E-05	-	-
*CDS2*	1.99	0.0729	1.81	6.63E-04	-	-
*F8*	−1.49	0.0589	−2.26	6.63E-04	-	-
*DGKQ*	4	1.08E-05	3.18	5.00E-05	-	-
*DPP7*	2.73	0.0003	2.69	0.0086	-	-
*FGB*	−32.54	1.11E-06	−324.53	5.00E-05	-	-
*FGG*	−118.03	0.0016	−197.44	5.00E-05	-	-
*FZD9*	1.54	0.0201	2.07	6.63E-04	-	-
*GPD1*	3.25	6.74E-06	1.92	5.00E-05	-	-
*GREM1*	2.02	0.0007	3.41	5.00E-05	-	-
*IGFALS*	2.13	0.0287	2.49	5.00E-05	-	-
*KLF5*	−3.09	0.0076	−2.70	5.00E-05	-	-
*OSBP2*	2.1	0.0561	2.07	5.00E-05	-	-
*PDE1C*	−1.84	0.0078	−2.04	5.00E-05	-	-
*SELE*	−3.28	0.0139	−7.81	5.00E-05	-	-
*SELP*	−2.08	0.0089	−2.74	5.00E-05	-	-
*SERPINB2*	−6.11	0.0035	−8.87	5.00E-05	-	-

Fold-change values [(+) is higher expression in HG and (−) is higher expression in LG chickens] provided across three independent transcriptional analysis methods at 7 wk. *P*-value for qRT-PCR and microarray analyses were determined by a Student’s T-test on expression values at 7 wk. *P*-value for RNA-Seq is corrected for FDR (FDR ≤ 0.05)

### Independent analysis of two RNA-Seq datasets of abdominal fat at 7 wk. in chickens divergently selected on abdominal fatness (FL vs. LL) or growth rate (HG vs. LG)

The two datasets from RNA-Seq analysis of abdominal fat in the high-growth (HG) versus low-growth (LG) chickens (NCBI GEO Series Accession # GSE49121) and the fat line (FL) versus lean line (LL) broiler chickens (# GSE42980) were independently analyzed by the USDA-funded Animal Systems Analysis and Modeling Center (ASBAMC) [48]. This meta-analysis of abdominal fat transcriptomes across four distinct genotypes revealed 1500 DE genes [adjusted *P*-value (≤0.05) and FDR (≤0.05)] in the HG-LG cockerels and 653 DE genes in the FL-LL at 7 wk. These two datasets were used as input files for “Comparison Analysis” in IPA, which identified 97 commonly shared DE adipose genes. The top over-represented canonical pathways found by IPA were “Acute Phase Response Signaling, Coagulation System, and FXR-RXR Activation”. The top gene interaction network represented by the 97 commonly shared DE genes in HG vs. LG (Fig. 12-a) and FL vs. LL cockerels (Fig. 12-b) was functionally annotated by IPA as “Cardiovascular/Hematological Disease and Developmental Disorder”. This network was composed of a core of fibrinogenic (*FGA, FGB, FGG, HRG,* and *F10),* fibrinolytic (*PLG*) and transporter (*ALB, APOA4, and AHSG*) genes which were highly expressed in leaner chickens from either divergent line (i.e., the LG and LL). However, the expression pattern of several other genes in this network differed according to genetic background. These divergent genes include G-protein coupled receptors (*CHRM2, TRHR, TAS1R3*), estrogen biosynthesis (*CYP19A1*), gluconeogenesis (*PCK1*), retinol transport (*RBP4*), and an upstream regulator of triglyceride metabolism (*CREB3L3*).

**Fig. 12:**
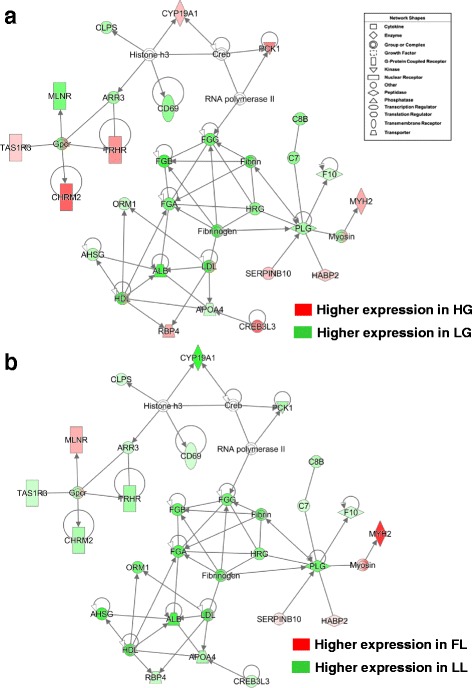
Meta-analysis of RNA-Seq analysis of abdominal fat in 7 wk.-old cockerels, which were genetically selected for a large divergence in either growth rate (HG vs. LG) or abdominal fatness (FL vs. LL), revealed a common network of highly expressed fibrinogenic genes in the leaner lines (LG and LL). This common gene interaction network was identified by IPA from a commonly-shared set of 97 DE genes identified by an independent analysis of visceral fat transcriptomes in HG vs. LG (Panel **a**) and FL vs. LL cockerels (Panel **b**) at 7 wk. The two datasets from RNA-Seq analysis of abdominal fat in the high-growth (HG) versus low-growth (LG) chickens (NCBI GEO Series Accession # GSE49121) and the fat line (FL) versus lean line (LL) broiler chickens (# GSE42980) were downloaded and independently analyzed by the USDA-funded Animal Systems Analysis and Modeling Center (ASBAMC) [48] under an approved project to LAC

## Discussion

Our avian models of growth and metabolism were originally derived from a population of *Bresse-Pile* broiler-type chickens, which were divergently selected by Ricard [23] for either high (HG) or low (LG) body weight (BW) at 8 and 36 wk. Divergent genetic selection on juvenile and adult BW for more than 30 generations has resulted in a 2.7-fold difference in BW of HG and LG cockerels between 1 and 11 wk. (see Fig. 1-a). Perhaps more remarkable was achievement of an even greater difference in visceral fatness, where HG cockerels are 8-fold fatter than the LG birds during juvenile development (Fig. 1-b and c). Thus, the divergent HG and LG chickens serve as unique avian models to unravel the genetic basis of extremes in fatness and leanness, which are incidental to their primary divergence in BW [30, 32]. Divergent genetic selection on abdominal fat alone in the FL and LL chickens has resulted in 2.5-fold difference in visceral fatness at the same body weight [51]. From our current analyses, we found DE genes that were unique to abdominal fat transcriptomes of the HG and LG cockerels, while a common set of DE genes, related to the divergence in abdominal fatness of the HG and LG chickens, was shared with our previous models of divergently selected FL and LL chickens.

For example, our recent transcriptional analyses of abdominal fat in FL and LL chickens revealed over-expression of numerous hemostasis genes in abdominal fat of the leaner LL chickens [21, 22]. The present study has extended this novel finding to slower-growing and leaner LG chickens, which also show over-expression of coagulation and fibrinogenic genes in their diminished visceral fat. Hemostatic processes were amongst the top canonical pathways represented by DE genes identified by RNA-Seq and IPA analyses of abdominal fat in the LG cockerels. We found marked up-regulation of several hemostatic genes in visceral fat of LG chickens that belong to both the intrinsic and extrinsic coagulation pathways (see Fig. 6). Other overexpressed components of the coagulation system and fibrinolysis include serine protease inhibitors that control coagulation (*SERPINA1*, *SERPINB2* and *SERPINF1*) and major transport proteins found in the bloodstream (*A2M*, *ALB*, *GC*, and *TTR*). These plasma transporters could be important in maintaining leanness. For example, A2M is known to inhibit proteases (including coagulation factors) and transport cytokines [52]. Likewise, ALB, GC, and TTR are part of the same family of proteins that transport metabolites associated with leanness including: steroids, fatty acids, vitamin D [53], thyroid hormone [54] and retinoid [55]. Numerous studies of obese humans and murine models have demonstrated direct links between hemostasis and development of metabolic disorders (reviewed in [56–62]). Obese mammals present with a prothrombotic and hypercoagulable state, which is marked by elevated levels of thrombin in circulation. Enhanced production of inflammatory cytokines and adipokines in abdominal fat of obese mammals leads to insulin resistance and impaired fibrinolysis [60, 62]. In contrast, we have discovered over-expression of numerous coagulation genes and “ectopic” endocrine factors in reduced abdominal fat of LL chickens, but not the FL [21, 22]. We have proposed that these highly expressed coagulation factors (mainly proteases and protease inhibitors) could serve a novel role within visceral fat of genetically lean chickens by controlling the proteolytic activation or deactivation of adipokines or other endocrine factors. The present transcriptional analysis of abdominal fat in divergently selected HG and LG chickens clearly shows up-regulation of several hemostatic genes in the diminished visceral fat of the leaner and slower-growing LG chickens, which validates our idea that the enhanced expression of prothrombic and fibrogenic genes in genetically leaner (LL or LG) chickens contributes to their extreme leanness. Furthermore, we have no indication that enhanced expression of coagulation factors in visceral fat of genetically lean chickens would adversely affect systemic hemostasis, which depends upon hepatic synthesis of most clotting precursors. A recent study of three breeds of chickens with distinct differences in abdominal fatness indicates that increased lipid catabolism and reduced lipid synthesis within adipose tissue largely determine leanness in the chicken [63].

The independent meta-analysis of two RNA-Seq datasets from abdominal fat of the HG and LG lines versus the FL and LL lines at 7 wk. has revealed a common gene interaction network of 97 shared genes that are involved in blood coagulation, endocrine signaling, and energy metabolism (Fig. 12). The leaner (LG and LL) chickens over-express a core set of prothrombotic (*FGA, FGB, FGG, F10* and *HRG*) genes, the fibrinolytic gene (*PLG*), acute-phase proteins (*AHSG* and *ORM1*), and several transporter (*ALB, APOA4, HDL* and *LDL*) genes in their diminished abdominal fat. This common “core” network also contains a clusters of divergently-expressed genes related to G-protein-coupled signaling (*CHRM2, TRHR, MLNR* and *TAS1R3*). The sweet taste receptor (*TAS1R3*) was expressed higher in abdominal fat of HG cockerels; whereas, the *TAS1R3* was up-regulated in abdominal fat of the LL chickens at 7 wk. Previously, we found by microarray analysis that the sweet taste receptor (*TAS1R1*) was expressed higher in the hypothalamus of FL chickens at 1 wk. [64], although in visceral fat the *TAS1R1* was over-expressed in the LL chickens [21]. Furthermore, *TAS1R3* knockout mice fed an adipogenic diet present with decreased adiposity and increased bone mass [65]. However, the mechanism by which the sweet taste receptors contribute to diet induced obesity in mice was not elucidated. Clearly, the role of sweet taste receptors (*TAS1R1* and *TAS1R3*) in regulation of energy utilization and adiposity of the chicken and other avian species will require further investigation.

The Del-Mar 14 K Chicken Integrated Systems microarray was used for time-course gene expression profiling in abdominal fat of HG and LG cockerels (1-11 wk). In particular, this custom chicken microarray [30, 31] was well suited for functional gene discovery in abdominal fat, since one-quarter (26%) of cDNAs printed on this 18 K-feature array were derived from abdominal fat cDNA clones. Similar to our transcriptional analyses of fat accretion in the divergent FL and LL cockerels [22], RNA-Seq analysis of abdominal fat was also completed on four HG and four LG cockerels at 7 wk., which was the age with the largest divergence in body weight and visceral fatness. Our time-course microarray analysis clearly shows engagement of several pairs of DE transcription factors in genetic divergence of growth and abdominal fatness traits in HG and LG cockerels. For example, PPARG has a larger number of direct gene targets that support increased synthesis and storage of fatty acids in visceral fat of HG cockerels, while PPARD exerts an opposing action by inhibiting lipid synthesis (*SCD* and *FASN*), while promoting lipolysis and fat catabolism in the LG chickens. RNA-Seq analysis revealed two additional opposing pairs of up-stream regulators [*SREBF1* vs. *VDR* and *SREBF2* vs. *AR*], where the AR and VDR seems to promote expression of catabolic genes and activation of the acute phase response in the LG cockerels. In contrast, other pairs of transcription factors [*SREBF1* vs. *SREBF2;* and *CEBPA* vs. *CEBPB*] seem to be complementary or even synergistic in promoting lipogenesis and angiogenesis in abdominal fat of HG cockerels. Interestingly, the *PGR* appears to act similar to *ESR1* in promoting growth and fat accretion in the HG cockerels, whereas PPARD, AR and VDR seem to support slower growth and diminished visceral fat in the LG cockerels.

The differential expression of numerous transcription factors and their direct target genes in abdominal fat of juvenile HG and LG cockerels could favor either the fast-growing fatter phenotype (HG) or the slower-growing leaner LG phenotype (see Additional files 6 and 7). 

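MSC, the transcription factor musculin, had counts of 142 in HG and 60.5 in LG. Its log2 ratio was 1.21 (95% interval 0.28 to 2.15), and it did not pass. With the variance as deposited, PPARG passed before centring and not after it. KLF5 had counts of 92.4 and 214 and CEBPB of 99.7 and 112. The interval of the CEBPB ratio, -1.03 to 0.69, includes 0. Of KLF5, CEBPB and PGR, which all had higher counts in LG, KLF5 alone passed with that variance, and only after centring. With the variance divided by the number of birds, MSC, PPARG, KLF5 and PGR passed before and after centring, and CEBPB did not. Joining that division with centring was chosen after the data had been seen, and which reading of the variance holds is not known. The paper's qRT-PCR folds, 2.55 for PPARG and -3.09 (higher in LG) for KLF5, had the same directions, and the paper reports both as significant. CEBPA could not be named among the loci tested.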

The major DE upstream regulators that contribute to increased bodyweight and abdominal fatness phenotype of HG chickens include *PPARG, SREBF1, SREBF2*, *CEBPA, E2F4, FOXO1, MSC*, *KLF9, KLF13* and *THRSPA.* On the other hand, the up-regulated transcription regulators that support reduced bodyweight and diminished visceral fatness of the LG phenotype were *PPARD, CEBPB, CALR, PITX2, CREM, STAT5B, AR, PGR, FBXW7, KLF5, MYC* and *NKX2-1*.

Divergent selection for slow growth in meat-type chickens (i.e., LG) substantially inhibits fat deposition, while enhancing catabolism of abdominal fat (see Fig. 1). The most remarkable changes found in expression of abdominal fat genes appear early in post-hatching development of the LG chickens (1-5 wk.; see Fig. 11). The long-chain fatty acid transporter (*SLC27A1*) was upregulated in abdominal fat of LG chickens throughout juvenile development. This gene is highly expressed in human adipose tissue and muscle and much lower in tissues with lower metabolic activity, and is barely detectable in liver [66]. The SLC27 proteins are responsible for the cellular up-take of long chain fatty acids for storage [67] or, more likely, for β-oxidation and enhanced energy production in LG chickens. Correspondingly, the rate-limiting step of β-oxidation is controlled by *CPT1A*, which is highly expressed in abdominal fat of LG chickens. The over-expression of *CPT1A* is driven by increased energy expenditure in chickens, where hepatic expression is up-regulated by fasting [68] or down-regulated after the embryo-hatch transition [32]. Furthermore, several single nucleotide polymorphisms were identified in *CPT1A* of Yup’ik Eskimos, which exhibit fasting-lipid and obesity phenotypes [69]. After transport of long chain fatty acids to the mitochondria, several steps of β-oxidation are catalyzed by the tri-functional protein hydroxyacyl-CoA dehydrogenase (HADH), which produces acetyl-CoA for entry into the TCA cycle. Both subunits of the tri-functional protein (*HADHA* and *HADHB*) were over expressed in LG chickens from 1 to 5 wk., which corresponds to increased expression of mitochondrial malic enzymes (*ME2* and *ME3*) and several subunits of enzyme complexes in the electron transport chain. Although most long-chain fatty acids undergo mitochondrial β-oxidation, several substrates including very-long-chain fatty acids, polyunsaturated fatty acids and several others must be broken down by peroxisomal β-oxidation. The transcript for a major enzyme involved in peroxisomal β-oxidation, *HSD17B4*, was also upregulated in abdominal fat of LG chickens. Deficiency of this enzyme in humans causes a severe developmental syndrome due to cellular build-up of long chain fatty acids and leads to death soon after birth; whereas, knockout of the *HSD17B4* gene in mice blocks the peroxisomal β-oxidation of long chain fatty acids, without causing neonatal death [70].

Ultimately, the TCA cycle appears to be unable to handle the overload of acetyl-CoA produced by β-oxidation of fatty acids in abdominal fat of LG chickens, causing the over-expression of *HMGCS2* and *HMGCL* (see Fig. 11), the two main enzymes in mitochondrial ketone body synthesis. The expression of *HMGCS2* transcripts is greatly induced by fasting in the liver of suckling piglets [71] and 4-week old chickens [68]. In humans, both *HMGCS2* and *HMGCL* exhibit alternative splicing which could regulate their tissue-specific expression [72]. Whether or not this complex regulation exists among different tissues in chickens has not been determined. Proprotein convertase subtilisin/kexin type 1 (*PCSK1*) is another candidate gene, whose expression was 2.2-fold higher in visceral fat of the LG cockerels (Additional file 5). 

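The counts of PCSK1 were low, 11.8 in HG and 22.8 in LG. The LG/HG fold was 1.86 with the deposited counts and 2.23 after centring. Its log2 HG/LG ratio was -0.90 (95% interval -2.47 to 0.67), an interval that includes 0, and it did not pass.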

Inhibitors of another members of this gene family, PCSK9, show great promise as a new therapeutic intervention to control hypercholesterolemia and promote cardiovascular health in humans [73]. Taken together, these findings support the idea that LG chickens increase cellular fatty acid up-take, peroxisomal β-oxidation, and transport to/into the mitochondria for β-oxidation and usage in the TCA cycle during early (1-5 wk) development, driving their divergence in abdominal fatness.

The LG chickens appear to down-regulate the mitochondrial breakdown of pyruvate through up-regulation of *PDK4,* which inhibits the pyruvate dehydrogenase (PDH) complex. PDH activity increases with increasing skeletal muscle stimulation (increasing contraction intensity) to a much greater extent in *PDK4* knockout mice than in controls, which suggests that PDK4 is essential for preventing over-activation of the PDH complex [74]. Along with exercise, *PDK4* is over-expressed in rodents subjected to high fat diet or fasting [75], which is similar to what is seen in chickens where both fasting and acute insulin immunoneutralization cause up-regulation when compared to the fed controls [76]. Furthermore, PDK4 appears to be crucial pre-hatch for the acquisition of stored energy, since its expression is quite high between embryonic day e16 and e20, then drops dramatically at hatch and remains low from day 1 through 9 post hatch [32].

Several transcriptional modulators (*RELA, CALR, FBXW7, NR1I3, NR4A3* and *PIAS1*) inhibit transcription of genes involved with increased adiposity (*SCD*, *FASN*, *DGAT2*, *FABP4*, *PCK1*, *LPL*, *PPARG*, *CEBPA*, etc.; discussed below), while activating genes associated with leanness (*COX1*, *HSD17B4*, *DIO1*, etc.). For example, PIAS1 suppresses LXR activation of fatty acid synthesis in murine hepatocytes [77] and NR1I3 is associated with hepatic ω-fatty acid oxidation in quercetin-fed mice [78]. Gene expression of type 1 iodothyronine deiodinase **(** *DIO1*), the major enzyme responsible for the conversion of the pro-hormone T_4_ to metabolically-active T_3_, and *DIO3*, which degrades active T_3_ and converts T_4_ to inactive reverse T_3_ (rT_3_) [79] were examined by qRT-PCR analysis (see Fig. 11). Interestingly, *DIO1* appears to be over-expressed in LG chickens during early juvenile development (3-7 wk), while expression of the degrading enzyme *DIO3* is higher in HG chickens at later ages (9 and 11 wk). This could provide higher levels of T_3_ in abdominal fat of LG chickens throughout juvenile development, which would contribute to their leanness [54]. The nuclear hormone receptor PPARD (see Fig. 2) has similar activation and inhibition targets and directly up-regulates several additional genes associated with leanness (i.e., *ANGPTL3*, *PLP1* and *PDK4*). Selective knock-in of *PPARD* in adipose tissue of Lep^db/db^ mice reduces lipid accumulation and prevents obesity in mice [80]. Early (1 to 5 wk) up-regulation of *PPARD* in abdominal fat of LG chickens and its direct action on target genes suggest that PPARD is a major regulator of lipolysis in these leaner and slower growing animals.

Presently, we show that HG cockerels over-express many genes controlling adipogenesis and lipogenesis in visceral fat (see Figs. 2 and 4; Table 4), which seems against the convention that abdominal fat only makes a minimal contribution to lipogenesis in the chicken [81]. This finding is supported by our earlier studies that show enhanced expression of genes controlling these processes in abdominal fat of fat line (FL) chickens [21]. Upregulation of adipogenesis and lipogenesis in abdominal fat of HG chickens is likely supported by increased activity and interaction of several transcription factors, including PPARG [82], CEPBA [83], SREBF1 [84] and THRSPA [85, 86]. These transcriptional regulators are over-expressed throughout juvenile development and control common lipogenic targets, including *DGAT2*, *FADS2*, *FASN* and *SCD* (discussed below). Furthermore, IPA predicts the up-regulation of an additional 13 transcriptional regulators associated with fatness of HG chickens, which also directly increase the expression of lipogenic genes and other genes associated with fatness (see Additional files 6 and 7). Microarray analysis of liver in transgenic mice over-expressing *SREBF1* or *SREBF2* show that they have many common targets and both regulators play a crucial role in synthesis and metabolism of fatty acids and cholesterol [87]. Currently, our microarray and RNA-Seq analyses of abdominal fat in the HG and LG chickens show that SREBF1 and SREBF2 support increased growth rate and abdominal fatness of HG cockerels. These ligand-activated transcription factors enhance lipogenesis as indicated by their over-expression in HG chickens and direct redundant activation of numerous target genes controlling lipid metabolism (*CYB5A, DHCR7, FADS2, FASN, INSIG1, LSS, MSMO1, PCYT1A, SC5D, SCD* and *SQLE*) (see Fig. 7-b).

*INSIG1*, also higher in HG chickens, may be a major regulator of fatty acid and cholesterol synthesis through the direct regulation of the SREBF chaperone (SCAP), and HMG-CoA reductase [88]. Two additional genes involved in cholesterol synthesis (*DHCR24* and *HSD17B7*) are commonly up-regulated by divergent selection for high body weight or high abdominal fatness [21]. The expression of *DHCR24* in whole blood was highly correlated and decreased with weight loss after bariatric surgery in humans [89]. Two other genes which are over-expressed in adipose tissue of HG chickens, *ACACA* and *ACSS2*, were identified as predictors of weight loss in another group of patients who underwent bariatric surgery, where decreased expression in adipose tissue was associated with a decrease in weight and hip circumference [90]. Acetyl CoA carboxylase (*ACACA* or *ACC1*) is critically important for the generation of malonyl CoA and synthesis of long chain fatty acids. This was demonstrated in human hepatoma HepG2 cells where inhibition of ACC1 by soraphen A reduces de novo lipogenesis by attenuating the formation of malonyl CoA and long chain fatty acids [91]. Overexpression of fatty acid elongases, *ELOVL5* and *ELOV6*, or desaturases, *FADS1* and *FADS2* were not successful in reversing the effect of soraphen A on production of long chain fatty acids, which supports a crucial role of ACC1.

Perhaps one of the most significant findings of abdominal fat transcriptomes in the HG and LG chickens was a very large difference in expression of *SCD*, the rate-limiting enzyme responsible for conversion of saturated fatty acids into monounsaturated fatty acids. At 7 wk., *SCD* was the highest-expressed gene found in abdominal fat of HG chickens (see Fig. 10-b), where its expression was approximately 140-fold greater than that of the LG. This large difference was present throughout juvenile development (1-11 wk), where *SCD* transcripts were nearly undetectable in abdominal fat of LG chickens. 

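In the deposited counts the HG/LG fold of SCD was 160.5 (95% interval 83.5 to 308), and 134 (69.7 to 257) after centring on the median.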

Mutation of the *SCD* gene in mice produces a lean and hyper-metabolic phenotype, while *ob/ob* mice that also carrying mutations in *SCD* exhibit reduced fatness and elevated metabolism [92]. Another desaturase expressed very highly in abdominal fat of HG chicken is *FADS2*, which is down-regulated in liver in response to fasting in both pigs [93] and chickens [68], as well as in the pre-hatch chick embryo [32]. The major multi-enzyme protein responsible for the synthesis of fatty acids, *FASN*, is also very highly expressed in HG chickens at several ages, with the peak difference observed at 7 wk., the age of maximal distinction in abdominal fat between the two genotypes. The essential role of *FASN* in the fatty acid biosynthesis is highlighted in mouse embryos where *FASN* knockout mice die before birth and heterozygous knockout mice die at various stages of development [94]. An incredibly similar expression pattern (as *FASN*) was observed for *DGAT2*, which was almost 10-fold higher in HG chickens at 7 wk. DGAT2 catalyzes the final committed step in triacylglycerol synthesis and is critical for formation of adipose tissue [95, 96]. Overexpression of *DGAT2* in mammalian HEK293 cells significantly increases triglyceride (TG) synthesis while inhibition of *DGAT2* by compound 122 decreases TG synthesis in a dose dependent manner [97]. Further, *DGAT2* is up-regulated in goose hepatocytes exposed to a mixture of long chain fatty acids [98]. Correspondingly, *ACSL1*, which generates fatty acyl-CoA for entry into the triacylglycerol synthesis pathway, and *AGPAT9,* which catalyzes the conversion of glycerol-3-phosphate to lysophosphatidic acid, the initial step of triacylglycerol synthesis [99] were both overexpressed in HG chickens. Abdominal fat of HG chickens also over expresses *GPD1*, which serves as a link between carbohydrate metabolism and lipid metabolism by catalyzing the conversion of dihydroxyacetone phosphate to glycerol-3-phosphate, the major component of glycerophospholipids. In fact, HG chickens up-regulate several genes involved in glycolysis including hexokinase 1 (*HK1*), which phosphorylates glucose to produce glucose-6-phosphate, the first step in the glycolytic pathway, and *ALDOB*, which converts fructose 1,6-bisphosphate into glyceraldehyde 3-phosphate and dihydroxyacetone phosphate (substrate for *GPD1*). Taken together, HG chickens up-regulate genes required for production of acetyl-CoA used in biosynthesis of fatty acids, cholesterol and triglycerides, which are highly upregulated processes in the abdominal fat of these animals.

Another important observation from the present transcriptional study was the predominate overexpression of avian leukosis virus (*ALVE* or *envPr57* polyprotein) transcripts in the LG chickens across all ages (1-11 wk) and tissues (pituitary, abdominal fat, liver and breast muscle) examined [32]. The abundant overexpression of endogenous *envPR57* transcripts in abdominal fat of LG cockerels during juvenile development (1-11 wk) was verified by qRT-PCR analysis (Fig. 11). It is of particular interest that *ALVE* transcripts are also highly-expressed in the hypothalamus [10], brain and peripheral tissues of the low-weight strain (LWS) chickens developed at Virginia Tech, particularly in immature pullets [6, 11], where a greater number of *ALVE* integration sites are found in LWS pullets when compared to high-weight (HWS) females. These authors concluded that *ALVE* sequences might directly affect growth or could be linked to loci regulating growth. The relationship between the multiple *ALVE* loci and genetic selection of production traits was examined in several meat-type chickens [100, 101]. Although our HG and LG lines were divergently selected from the *Bresse-Pile* breed in France [23] and the Virginia HWS and LWS lines were independently selected from the White Plymouth Rock breed. It is not known whether the higher abundance of *ALVE* in the low-growth (and low abdominal fatness) lines could reflect inheritance from a common ancestor or a direct response of selection for low growth. It is possible that the high frequency of *ALVE* insertion sites in the genome of meat-type chickens could disrupt key functional genes controlling growth or metabolism traits.

Lastly, we found evidence for a divergence in growth hormone (GH) signaling in the divergently selected HG and LG cockerels. Plasma levels of pituitary GH are elevated 2.5-fold in LG chickens, whereas plasma IGF-1 levels are 3-fold higher in the faster-growing and fatter HG birds (Duclos MJ, Simon J and Cogburn LA; unpublished observations). The LG cockerels also exhibit diminished GH binding to hepatic GH receptors (GHR), which seems to reflect the subsequent lack of negative feedback control on GH secretion from the pituitary gland. Thus, the reduced growth rate of LG chickens reflects a disruption in GHR signaling as evidenced by a reduction in hepatic synthesis of IGF-I and low plasma IGF-I levels [29]. Presently, we found a greater abundance of the small chicken GH (*scGH*) in abdominal fat of HG chickens at 7 wk. when compared to LG birds (see Fig. 11). The *scGH* was originally identified in the eye of chick embryos [102] and apparently exerts a local action in ocular tissue via an autocrine or paracrine action, since the signal sequence is absent [103–105]. Earlier, we identified a similar truncated *cGH* transcript in adipose tissue of the chicken from an exhaustive expressed-sequence tag (EST) sequencing project [106]. Insulin-like growth factor (IGF) signaling could be up-regulated in visceral fat of HG chickens, since *IGFBP2* is over-expressed in abdominal fat of HG birds. Interestingly, IGFBP2 is primarily secreted from adipocytes and diminishes with childhood obesity [107]. Clearly, further studies on GH and IGF signaling in chicken adipose tissue are needed to fully understand how GH and IGF-1 contribute to lipogenesis and adiposity of chickens. Our earlier studies clearly show that exogenous GH increases abdominal fatness in juvenile chickens without affecting growth rate or plasma IGF-1 levels [108–112], which is unlike the typical mammalian response to exogenous GH [113–115].

## Conclusions

Divergent selection for bodyweight at two ages (juvenile and adult) in meat-type chickens has profound effects on abdominal fatness and body weight traits (phenotypes). Throughout juvenile development, visceral fat of HG chickens over-express several transcription factors, which promote lipogenesis and adipogenesis. These regulators of transcription appear to be responsible for the up-regulation of several processes (i.e., biosynthesis of fatty acids, cholesterol and triglycerides) that increase abdominal fatness in HG cockerels. These lipogenic genes are not only differentially expressed, but are also among the most abundant transcripts found in abdominal fat of the HG. During early juvenile (1-5 wk) development, the slower growing and leaner LG chickens increase expression of several genes that promote energy expenditure, which likely contributes to their extreme leanness (i.e., oxidative phosphorylation, peroxisomal β-oxidation, mitochondrial β-oxidation and ketogenesis). Also, the expression of functional energy-consuming genes could be altered by the ALVE protein itself or random viral *ALVE* insertions, found throughout the chicken genome, could disrupt gene expression. Up-regulation of hemostatic factors (proteases and protease inhibitors) appears critical to development of extremes in leanness found in LG and LL chickens derived from different genetic backgrounds. This lends support to the idea that *genetic* selection for a divergence in growth or fatness traits also provides insight into mechanisms controlling fatness and leanness phenotypes. Meta-analysis of two RNA-Seq datasets from abdominal fat in divergently selected chickens from two distinct genetic backgrounds provides novel evidence that adipose genes encoding coagulation proteins are associated with the lean phenotype in meat-type chickens. While the exact mechanisms by which hemostatic genes contribute to leanness in chickens have not been clearly defined, the present transcriptional study of abdominal fat in HG and LG cockerels validates our previous reports that describe involvement of the hemostasis system in limiting adiposity of the leaner (LL) chickens [21, 22]. Furthermore, the present study demonstrates that abdominal (visceral) fat of the chicken is a dynamic metabolic and endocrine tissue, which has an unappreciated capacity for in situ lipogenesis.

## Additional files

Additional file 1: Microarray experimental design. A Microsoft Excel file containing a single work sheet “Array Hybridization Design” which described the hybridization scheme for the HG and LG adipose tissue microarray experiment. (XLSX 13 kb)

Additional file 2: Primer information. A Microsoft Excel file containing a single work sheet “Primer information”. For each primer used for qRT-PCR analysis, gene symbol, gene name, forward and reverse primer sequences, GenBank accession, and amplicon size (bp) are provided. (XLSX 20 kb)

Additional file 3: Differentially expressed (DE) genes identified by time-course microarray analysis of abdominal fat in HG and LG cockerels (1-11 wk). A Microsoft Excel file containing three worksheets representing the main effect of genotype (*G*), the main effect of age (*A*), and the *G* x *A* interaction. The *G, G* x *A* interaction and *combined unique* (*G* plus *G* x *A* gene lists) datasets were used for Ingenuity Pathway Analysis (IPA). (XLSX 484 kb)

Additional file 4: Power analysis of the HG and LG abdominal fat RNA-Seq dataset. (A) The publically available web-based software program called “Scotty” [49, 50] was used for a power analysis to demonstrate adequate biological samples size and sequencing depth. The power of detection was calculated at ≥1.5, 2, or 3-fold change differences between HG (*N* = 4) and LG (*N* = 4) chickens at a significance level of *P*≤0.05 and >50 M reads per biological sample. We achieved the power to detect 70% genes with a ≥1.5-fold difference as indicated by the red dashed line. (**B**) The “Scotty” program also provided a hierarchical cluster analysis using the Spearman correlation as the distance metric to demonstrate relatedness among the eight individual (4 HG and 4 LG) birds used for RNA-Seq analysis of abdominal fat at 7 wk. (PPTX 352 kb)

Additional file 5: Differentially expressed (DE) (FDR ≤0.05) identified by RNA-Seq analysis of abdominal fat in HG and LG cockerels (7 wk). A Microsoft Excel file containing one worksheet. (XLSX 277 kb)

Additional file 6: Top pathways and biological functions identified by IPA from time-course microarray analysis of abdominal fat in HG and LG cockerels (1-11 wk). A Microsoft Excel file containing eight worksheets [i.e.*,* “*Upstream Regulators, Oxidative Phosphorylation, LXR/RXR Activation, Fatty Acid Metabolism, Adipogenesis Pathway, Insulin Resistance, VEGF Signaling*, and *Protein Metabolism*”]. Top canonical pathways and biological functions were identified by Ingenuity Pathway Analysis (IPA) of 647 “Analysis Ready” (AR)-DE genes (FDR ≤ 0.05) from time-course (1-11 wk) microarray analysis. (XLSX 49 kb)

Additional file 7: Top canonical pathways and biological functions identified by Ingenuity Pathway Analysis of RNA-Seq analysis of abdominal fat in HG and LG cockerels (7 wk). A Microsoft Excel file containing 10 worksheets of the DE genes assigned by Ingenuity Pathway Analysis to top canonical pathways and biological functions [i.e.*,* “*Upstream Regulators, Acute Phase Signaling, Coagulation System, Intrinsic Prothrombin Activation, Extrinsic Prothrombin Activation, LXR/RXR Activation, Fatty Acid metabolism, Adipogenesis Pathway, Insulin Resistance, VEGF Signaling*, and *Protein Metabolism*”]. (XLSX 81 kb)

# Supplementary material for: Transcriptional analysis of abdominal fat in chickens divergently selected on bodyweight at two ages reveals novel mechanisms controlling adiposity: validating visceral adipose tissue as a dynamic endocrine and metabolic organ
**Source:** BMC Genomics. 2017 Aug 16;18:626. doi: 10.1186/s12864-017-4035-5
**Supplement:** Supplementary file 4 — Power analysis of the HG and LG abdominal fat RNA-Seq dataset. (A) The publically available web-based software program called “Scotty” [49, 50] was used for a power analysis to demonstrate adequate biological samples size and sequencing depth. The power of detection was calculated at ≥1.5, 2, or 3-fold change differences between HG (N = 4) and LG (N = 4) chickens at a significance level of P≤0.05 and >50 M reads per biological sample. We achieved the power to detect 70% genes with a ≥1.5-fold difference as indicated by the red dashed line. (B) The “Scotty” program also provided a hierarchical cluster analysis using the Spearman correlation as the distance metric to demonstrate relatedness among the eight individual (4 HG and 4 LG) birds used for RNA-Seq analysis of abdominal fat at 7 wk.

## Slide 1

A.
% of Genes Detected at P≤0.05, 4 reps, 50M Reads
100
90
80
70
60
50
40
30
20
10
0
Percentage of Genes Detected
100 101 102 103 104 105 106
Read Depth (control sample)
B.
Bird # 5678_LG
Bird # 5629_LG
Bird # 1923_LG
Bird # 1890_LG
Bird # 1750_HG
Bird # 1536_HG
Bird # 1807_HG
Bird # 1572_HG
0.14 0.12 0.1 0.08 0.06 0.04
Distance (1 – Spearman Rank Correlation)

How the deposited data were processed for this re-analysis (not part of the article)

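RNA from the abdominal fat of 4 HG and 4 LG cockerels at 7 wk was sequenced in 2 lanes per bird. The sample labels conflict on the line: the characteristics field and the treatment protocol say HG for every sample. The line was therefore taken from the titles, the source names and the bird numbers in the paper's Table 1. The count columns carry the line in their names. The table analysed here holds the estimated count of each gene and line as deposited by the authors. Per the submitters' notes, the reads were aligned with TopHat 1.3.3 and Bowtie 0.12.7 and the counts were made by Cuffdiff 2.0.2; the paper also names trimming with Btrim64, assembly with Cufflinks 1.3.0 and the Galgal4 genome. The estimated counts are not whole numbers and were not divided by gene length. How they were scaled between lines is not stated there. Beside each count stand a model variance, its part from the spread between replicates and its part from uncertain assignment to isoforms. The microarray samples of the paper were not analysed here.

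The birds of a line share 1 count per gene, so HG was compared with LG as 1 value against 1 value, with the variance of the authors' model in place of the spread between birds. The counts summed to 4421254 in HG and 3365950 in LG. The median relative standard deviation from the deposited variances was 19.7% in HG and 24.2% in LG. Of 17854 loci, 3659 had counts of 0 in both lines and 40 had a status other than OK, and 25 loci with a count of 0 in only 1 line were left out of the test. The test covered 10484 loci with a count of at least 10 in the higher line. The log ratio over its standard error (delta method) was referred to a normal distribution, two-sided, and adjusted by the Benjamini-Hochberg method, with calls at 0.05 or less and a fold of at least 1.2. These are model-based calls, since an exact or permutation test across birds is not possible with pooled counts. Printed ratios have a pseudocount of 1, which also enters the standard error of their 95% intervals. The test used the counts without it, so at low counts the intervals are narrower than the test's standard error would make them. Intervals do not cover the scaling between the lines. It is not stated whether the deposited variance is that of 1 library or of the mean over the birds. If it is that of 1 library, the standard errors used here are too large for a mean, and genes that did not pass may pass.

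The median log2 HG/LG ratio of the genes tested was 0.26, and the ratio of the column totals was 0.39 on the same scale. All calls were therefore made for the deposited counts and for ratios centred on their median. The other alternatives were column totals, totals without hepatocyte and skeletal muscle genes, no count minimum, a minimum of 50, the variance divided by 4, the Poisson variance added, other fold minimums (none and 2), every status, and a pseudocount of 0 or 10.

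The genes named were, by a rule written before the data were examined, those the paper names for this experiment, the 10 called genes with the largest and the 10 with the smallest ratio among those with a count of at least 100, and members of gene lists by their ratio or count. The values of Tables 3 and 4 and of Additional files 5 and 7 had been seen when the rule was written. The hepatocyte, skeletal muscle, epithelial and lung marker lists were written after the paper's tables had been read. Symbols came from the first 1998 rows of Additional file 5; 482 of its 1993 identifiers had no row among the counts. Where 5 or fewer genes passed and the rule named none of them, they were named after their values were seen.

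The test was tried on simulated counts of this size. With each gene's spread taken from the trend of variance with count, 3 of 141 genes called had not been changed (2.13%); with each gene's own deposited relative spread kept, 30 of 165 had not been changed (18.2%). The share of calls that are false is thus not known for these data. The form with each gene's own spread was run first, and the trend form was written after the false calls of the other had been seen. Of 50 genes changed by each fold, the trend form recovered 13 at 2-fold, 39 at 4-fold, 41 at 8-fold and 45 at 16-fold. The form with each gene's own spread recovered 10, 39, 39 and 47.

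Correlations with the paper's qRT-PCR values were tested with 100000 permutations. Calculations were run in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Tests on single birds, leaving out birds, lanes apart, clustering of birds and a comparison of gene lists with random lists were not run. Results for some genes are not reported here.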

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

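The test and its centring on the median were planned, and setting these loci apart from the other genes was chosen after the result was seen.

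Loci that were assembled from the reads and carry no gene identifier are outside the genes the paper discusses, and some of them differed between the lines. Of 1163 tested, 27 passed with the deposited counts, 22 higher in HG and 5 in LG, and 19 passed after centring on the median, 9 higher in HG and 10 in LG. CUFF.1379 had counts of 1406 in HG and 14223 in LG, a log2 ratio of -3.34 (95% interval -4.45 to -2.22), and CUFF.456 had counts of 44.8 and 1192. On the HG side, CUFF.1291 had counts of 496 and 30 and CUFF.485 of 177 and 3.55. These 4 loci were named after their values were seen, and which transcripts they hold was not examined.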

How the results depend on the processing

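The setting that joined centring with the variance divided by 4 was chosen after the data had been seen; all others were fixed before. The total number of genes that differed stayed between 226 and 344 under every alternative that left the variance as deposited or added Poisson variance to it, against 307. Its division between the lines depended on the scaling. Centred on the median, 104 genes were higher in HG and 125 in LG; divided by the column totals, with or without hepatocyte and muscle genes, 73 and 163 were. Of genes on the lists, 47 were higher in HG and 2 in LG as deposited, 26 and 10 centred, and 22 and 19 by either column total. With the Poisson variance added, 1 list gene was higher in LG. With the variance divided by 4, 2841 genes differed (2330 in HG and 511 in LG; list genes 174 and 55), and with centring as well 1692 did (864 and 828; list genes 133 and 105); a smaller variance gives smaller standard errors by construction.

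Among the genes named, CNP reversed, from 0.19 to -0.071 when centred and to -0.20 by either column total, since its ratio lay between 0 and the shift applied. Centring left 124 named genes on the same side of the threshold, ended 10 calls and added 4; either column total left 118, ended 11 and added 9. The pseudocount enters the printed ratios and not the test, so it could change neither a direction nor a call. A pseudocount of 10 moved the fold of 17 of 139 named genes by more than 1.5 times, and leaving the pseudocount out moved that of 7 of 138, all with a count under 10 in the lower line; with 10, ACTN2 went from 5.01 to 2.80, TNNI2 from 4.21 to 1.71 and SERPINC1 from -3.61 to -2.38. Spearman's rho with the qRT-PCR values stayed between 0.812 and 0.836.

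No paired analysis was possible because the deposited counts hold 1 value per line. For the same reason leaving out each bird, the lanes apart, the replicate block, clustering and the normalizations of counts per bird were not run. Random lists were not run because members with a symbol were those the study had selected. A 2-fold difference was often missed in the simulated counts, whose spread came from the deposited variances; depth was not varied there. Whether those are variances of 1 library or of a mean is not known, so neither is the width of the intervals.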

Differences from the paper's values

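No test in this part was chosen after the result was seen, apart from the 1 setting named as such.

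The paper reports 2410 DE genes by RNA-Seq at 7 wk, and 307 genes passed here. Both used an adjusted threshold of 0.05, but the paper's expression minimum was on FPKM. Of the alternatives set before the data were examined, the variance divided by 4 gave 2841, within 1.5 times the paper's value; no filter, a minimum of 50, centring, both column totals, the Poisson variance, either fold minimum and every status gave 226 to 344 and did not. The variance divided by 4 with centring gave 1692, also within 1.5 times, but was chosen after seeing the values. Of the 1443 genes tested that the paper's list calls, it called 915 in the same direction and not the other 528. The main setting called 189 of the 1443 in the same direction, and centring alone 114.

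The paper's count of DE genes in the separate analysis of its datasets is 1500, with an adjusted threshold of 0.05 and no fold minimum stated, against 307 here with or without the fold minimum. None of the alternatives set before the data were examined came within 1.5 times of it. The setting chosen after seeing the values gave 1692, which did. The genes of that separate analysis were not at hand, so whether they are the same genes is not known.

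For SCD in the lipid network, the paper's fold is 10.7 and the fold here was 160.5. All alternatives set before the data were examined gave 122 to 161 and differed from it too. The paper's Table 2 gives nearly the same value for SCD in its time-course microarray, which covers other ages. The paper's Discussion (140-fold) and Table 4 (129.4-fold) lie within 1.5 times of the value here.

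The paper states 65.8 M paired-end reads for HG and 66.6 M for LG, means per bird in its Table 1, and the deposited counts sum to 4.421 M and 3.366 M. Its Table 1 gives 44524188 to 58450255 mapped reads for single HG birds and 42460393 to 62063348 for single LG birds, and the sums of the counts, 4421254 and 3365950, lie below the lowest of these too. The cause was not tested. No alternative changes the sums.

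TNNC2 is among the paper's top genes higher in HG and DGAT2 is in its lipid network; both were listed at 0 in both lines here. The paper names CNP as higher in LG, and its ratio here was 0.19 as deposited and -0.07 when centred. The paper gives PLIN2, PGR and CEBPB as higher in LG, and each had a lower count in HG here but did not pass. With the variance divided by 4, set before the data were examined, PGR passed, as did F3 and SERPINC1 (higher in LG) and PLAU and MSC (higher in HG). With centring as well, the setting chosen after seeing the values, PLIN2 and PCSK1 also passed as higher in LG, and CEBPB did not.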

Other observations

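The tests of scaling, of skeletal muscle RNA and of hepatocyte RNA were chosen after the result was seen, and the calls over gene lists were planned.

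Extracellular matrix genes stood above the median gene in HG fat. Of 32 genes listed before the data were examined, 9 had counts and all 9 had higher counts in HG than the median gene. THBS2 passed before and after centring and NID2, a basement membrane protein, only as deposited (log2 ratio 0.91). Adjusted over the list alone 8 passed as deposited and THBS2 alone after centring. The collagen VI chains were the most abundant, COL6A2 with counts of 55755 in HG and 21991 in LG (log2 ratio 1.34 (95% interval 0.13 to 2.56)) and COL6A3 with 33332 and 12450.5 (log2 ratio 1.42 (95% interval 0.35 to 2.49)), and neither passed over all genes. PDGFRB, a receptor of pericytes on the list of angiogenesis genes, had a ratio of 1.07 and passed only as deposited. Of the endothelial markers, CDH5, EMCN, EGFL7 and MMRN2 had higher counts in HG and SELP had a lower count; none passed over all genes, and adjusted over the list alone all 5 passed as deposited and SELP alone after centring. COL6A2, COL6A3, THBS2, NID2, PDGFRB and the endothelial markers were among the genes the study had called, so their directions are not independent evidence.

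Genes of translation and of cell division lay on the other side of the median gene. All 22 ribosomal protein genes with counts lay below it, with ratios from -0.43 to 0.23, so that 19 had lower counts in HG as deposited. The paper's own list has 20 of the 22 as lower in HG and the rest as higher. All 9 cell cycle genes with counts had lower counts in HG, with ratios from -0.79 for RRM2 to -0.31 for MCM3. None of either list passed, over all genes or over the list alone. Of 7 macrophage and granulocyte markers, 6 had lower counts in HG, LCP1 with 1161 and 1719.6 among them, while CSF1R had 2318 and 1401. None passed over all genes; adjusted over the list alone none passed as deposited, and after centring SPI1, IRF8 and LCP1 passed as higher in LG. BNC1, a mesothelial marker, had counts of 19.8 and 68.6 and passed as higher in LG only when adjusted over its list alone, before and after centring. Of 24 genes of mitochondrial beta-oxidation and 32 lymphocyte markers listed, 3 of each were tested and none passed, over all genes or over the list alone. SPI1 and IRF8 were named after their values were seen. Epithelial, lung, kidney, intestine and pancreas, and feather and skin markers had no member with both a symbol and counts. The study selected all genes counted here from these birds.

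Most genes had more counts in HG than in LG as deposited. A candidate explanation is that the counts were scaled between the libraries of a line but not between the lines. Steps were sought among the most frequent counts between 0 and 1, with a limit of 4 steps per line set in advance. Sums of multiples of these steps held 95.8% of the 1288 such counts in HG and 94.5% of 1214 in LG, to within 1e-05. Evenly drawn values gave 0.145% and 0.12%. The limit was the number of birds and the same counts were scored, so this cannot show that exactly 4 libraries were averaged. Read as library scale factors, these steps had a geometric mean within 0.577% of 1 in each line, as scaling within a line would give. A difference in assigned counts between the lines may thus remain in the deposited table, where the log2 ratio of the column totals was 0.39 and the median ratio 0.26. The paper's mean reads per bird, 65.8 M in HG and 66.6 M in LG, do not show an HG excess, and the source of the difference in column totals was not tested. A biological rise of most transcripts in HG fat was not tested.

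The 4 skeletal muscle markers with counts were all higher in HG, from ACTA1 with 1144 and 526 to MYBPC1 with 83.8 in HG and a listed 0 in LG. MYBPC1 could not be tested because of that 0; none of the 3 others passed over all genes, and adjusted over the list alone 2 of the 3 passed, before and after centring. MYOM2, a sarcomere gene not on the list, passed over all genes both ways with 109 and 7.24. Skeletal muscle RNA in HG libraries and contractile gene expression in fat cannot be told apart here, since 4 of 60 listed markers had a symbol and counts and all 4 came from the study's own selection. Values of single birds, which would show whether 1 library carries these counts, were not analysed here.

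Of 6 hepatocyte markers with counts, of 104 listed, 2 were higher in HG after centring (HPD among them, with 122 and 59.9) and 4 were lower (SERPINC1, UROC1, CYP4V2 and DPYS). Hepatocyte RNA in LG libraries would add counts of all of them in LG, but a marker that fat itself expresses more in HG could still be higher there. The markers higher in HG therefore do not decide the question. Few of the listed markers had counts and the most abundant hepatocyte transcripts could not be named. Hepatocyte RNA in LG libraries and expression in LG fat thus cannot be told apart. The paper's explanation, expression of these genes by fat itself, was not tested.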
